# Bone marrow-derived macrophages from a murine model of Sjögren's syndrome demonstrate an aberrant, inflammatory response to apoptotic cells

**DOI:** 10.1038/s41598-022-12608-4

**Published:** 2022-05-21

**Authors:** Richard Witas, Yiran Shen, Cuong Q. Nguyen

**Keywords:** Immunology, Rheumatology

## Abstract

Sjögren's syndrome (SjS) is a female-dominated autoimmune disease involving lymphocytic infiltration of the exocrine glands. We have previously demonstrated cleavage of the TAM (Tyro3, Axl, Mer) receptor Mer is enhanced in SjS, leading to defective efferocytosis. Mer also plays a role in modulating phagocyte inflammatory response to apoptotic cells. Here we investigated the SjS macrophage response to apoptotic cells (AC). Bone marrow-derived macrophages (BMDMs) from SjS-susceptible (SjS^s^) C57BL/6.NOD-*Aec1Aec2* mice and C57BL/6 (B6) controls were treated with either AC or CpG-oligodeoxynucleotides. RNA was collected from macrophages and bulk sequencing was performed to analyze transcripts. Cytokine expression was confirmed by Bio-plex. RT-qPCR was used to determine toll-like receptor (TLR) 7 and 9 involvement in BMDM inflammatory response to apoptotic cells. SjS^S^ BMDMs exhibited a distinct transcriptional profile involving upregulation of a broad array of inflammatory genes that were not elevated in B6 BMDMs by AC. Inhibition of TLR 7 and 9 was found to limit the inflammatory response of SjS^S^ BMDMs to ACs. ACs elicit an inflammatory reaction in SjS^S^ BMDMs distinct from that observed in B6 BMDMs. This discovery of aberrant macrophage behavior in SjS in conjunction with previously described efferocytosis defects suggests an expanded role for macrophages in SjS, where uncleared dead cells stimulate an inflammatory response through macrophage TLRs recruiting lymphocytes, participating in co-stimulation and establishing an environment conducive to autoimmunity.

## Introduction

Sjögren's syndrome (SjS) is estimated to be the second most common autoimmune disease after rheumatoid arthritis (RA) and reportedly affects 0.7% of the population of European Americans^1^. SjS is among the most female-dominated autoimmune diseases known to affect women in a 9:1 ratio^2^. It is characterized by an autoimmune attack of the salivary and lacrimal glands resulting in dry mouth and dry eyes. Similar to systemic lupus erythematosus (SLE), SjS is characterized by upregulation of interferon (IFN) stimulated genes, known as an IFN signature. The type I IFN signature is believed to predominate in SjS patient peripheral blood. It has been reported to affect 53–81% of SjS patients depending on the patient populations in different studies^3,4^. The type II IFN signature is less well studied but has been described to predominate in SjS patient minor salivary gland^4^. A recent study integrated multi-omics data from 304 primary SjS patients compared to 330 healthy controls in order to classify SjS patients into subgroups, thus providing a means to re-evaluate clinical trial results in the context of more homogenous clusters of patients with similar disease phenotypes^5^. Interestingly, the degree of IFN signature gene enrichment, and whether a type I or type II IFN signature was dominant were two major features that distinguished the four patient subgroups identified in this study^5^.

Furthermore, both type I and type II IFN signaling have been proven to be necessary for developing disease in the SjS-susceptible mouse model (SjS^S^) C57BL/6.NOD-*Aec1Aec2*^6,7^. These findings indicate the critical role inflammatory signaling plays in driving autoimmunity in SjS. However, the factors driving this inflammatory state remain uncharacterized. Studies into the genetic risk factors of SjS have identified an association with factors involved in controlling inflammation, including signal transducer and activator of transcription (*STAT)4*, interleukin (*IL)12A*, and interferon-regulatory factor (*IRF)5* suggesting a role for dysfunctional inflammatory regulation in the disease^8^.

Aberrant disposal of dead cells has been previously described as a contributing factor to inflammation in SjS^9^. Under homeostatic conditions, apoptotic cells are disposed of by phagocytes, particularly macrophages. The TAM receptor tyrosine kinase Mer on the surface of macrophages plays a critical role in facilitating efferocytosis^10^. The TAM receptors comprise a family of three receptor tyrosine kinases Tyro3, Axl, and Mer. The TAMs possess an extracellular immunoglobulin-like N-terminus that indirectly recognizes phosphatidylserine on the surface of apoptotic cells through bridging molecules such as Gas6 and ProteinS. The TAMs also possess an intracellular tyrosine kinase domain at their C-terminus enabling signaling through the receptor which can culminate in multiple outcomes including phagocytosis of apoptotic cells, regulation of inflammation, and proliferation^11^.

It has previously been established that Mer can be cleaved from the cell surface, inactivating it and impairing signaling through the Mer pathway, thereby decreasing Mer-mediated signaling outcomes such as efferocytosis^12,13^. We recently demonstrated that SjS patients and SjS^S^ mice exhibit enhanced cleavage and inactivation of Mer. The lack of functional Mer impaired Rac1 activation and subsequent efferocytosis in SjS^S^ bone marrow-derived macrophages (BMDMs)^14^. Mer is also involved in negatively regulating inflammatory signaling through the induction of suppressors of cytokine signaling (SOCS1) and SOCS3^11^. Furthermore, apoptotic bodies can progress to secondary necrosis and release self-antigens or damage associated molecular patterns (DAMPs) when not cleared away adequately. These newly released DAMPs can bind and activate the immune system's toll-like receptors (TLRs) signaling pathway. The unregulated activation of TLR signals can promote autoimmunity^15^.

In light of this information, in this study, we sought to investigate the immunological consequences of macrophages in response to apoptotic cells (ACs) in SjS^S^ mice, which have been shown to exhibit impaired Mer signaling. We observed that SjS^S^ BMDMs demonstrated a highly inflammatory response to ACs in comparison to B6 controls consisting of the upregulation of multiple inflammatory cytokines, macrophage activation genes, and co-stimulatory molecules. We hypothesized that the SjS^S^ BMDM response to ACs was a result of delayed clearance of ACs resulting in spillage of intracellular contents and activation of macrophage TLRs. We observed that the SjS^S^ BMDM inflammatory response to ACs was abrogated by TLR7 and 9 inhibition.

## Methods

### Mice

C57BL/6 (B6) and B6J.NOD/ShiLtJ-*Aec1Aec2* (B6.NOD-*Aec1Aec2)* mice were bred and maintained under specific pathogen-free conditions in the animal facility of Animal Care Services at the University of Florida. All animals were maintained on a 12-h light–dark schedule and were provided with food and water ad libitum. Mice were anesthetized with isoflurane and euthanized by cervical dislocation, and their bone marrow and thymocytes were freshly harvested for analysis. All mice included in this study were female. The University of Florida's Institutional Animal Care approved all protocols respective to breeding and the use of animals described herein. The experimental methods were carried out in accordance with the appropriate approvals and relevant guidelines.

### BMDM isolation

BMDMs were grown, as described previously^16^. Briefly, 7–12-week-old B6 and SjS^S^ mice were euthanized, and bone marrow cells were collected by flushing the femurs and tibias with RPMI (Lonza, Allendale, USA) complete media containing 10% FBS, 1% penicillin/ streptomycin, 2 mM of L-glutamine, 0.05 mM of β-mercaptoethanol supplemented with 20% L929 supernatant containing M-CSF and L929 media preparation, as described^16^. Cells from each mouse were filtered through a 70-μm cell strainer and plated in untreated Petri dishes with 5 million cells per dish. Cells were maintained in a 37 °C incubator for seven days with 50% media changes performed every two days. When differentiation was completed after seven days, macrophages were detached from plates by 15-min incubation with Accutase (Innovative Cell Technologies, San Diego, USA) on ice. Cells were counted and redistributed to 24-well plates with 3 × 10^5^ cells per well, and L929 supplementation was reduced to 5% at 24 h before treatment. An example of macrophage purity at seven days is included in Supplementary Figure 1 obtained using a BD Fortessa flow cytometer (BD, Franklin Lakes, USA) with CD11b (Biolegend, San Diego, USA) and F4/80 (Biolegend) staining.

### Thymocyte collection and apoptosis

Thymocytes was used as the cell source for apoptotic cells in this study due to the following reasons: (1) the process of inducing apoptosis in thymocytes by dexamethasone is well established via DNA fragmentation and cell death through the diacylglycerol generation and G-protein-dependent phosphatidylinositol-specific phospholipase C and eventual activation of an acidic sphingomyelinase, (2) thymocytes are readily acquired in large numbers which are needed for the assays, and (3) under basal conditions, macrophages readily efferocytose apoptotic thymocytes, allowing for examination of efferocytic defects^17,18^. To obtain thymocytes, thymi were collected from 7 to 12-week-old B6 and SjS^S^ mice and each thymus was cut into small pieces using scissors and processed separately. Thymi were incubated in an enzymatic solution containing RPMI, 1 mg/mL of collagenase IV (Sigma Aldrich, Saint Louis, USA), and 1 mg/mL of DNase I (Sigma Aldrich) at 37 °C for 20 min. The supernatant containing thymocytes was collected on ice in RPMI with 10% FBS. Fresh enzyme solution was added to the individual thymi and agitated using a 5-mL pipette before incubating for an additional 15 min. The process was repeated with an 18-G needle for mechanical agitation. The process was repeated using a 25-G needle, and then the supernatant was passed through a 70-μm cell strainer before the cells were washed and counted. Thymocytes were rendered apoptotic by a 4-h incubation with 2 μM of dexamethasone (Tocris, Bristol, UK) at 37 °C in RPMI supplemented with 1% FBS. Thymocytes were washed twice in PBS and were determined to be apoptotic by propidium iodide (Biolegend) staining as shown in Supplementary Figure 2A, B.

### BMDM AC treatment and RNA collection

Apoptotic thymocytes were incubated with macrophages in a 5:1 ratio for 2 h at 37 °C. Alternatively, BMDMs were treated with 1 μM CpG-ODN (InvivoGen San Diego, USA) for 6 h. Both treatments were performed in RPMI complete with heat-inactivated FBS. After treatment, BMDM were washed with PBS three times to remove apoptotic cells and incubated an additional 4 h in complete RPMI to allow for transcriptional changes in BMDMs and digestion of thymocyte RNA. BMDMs were washed with PBS before BMDM RNA was collected using a RNeasy kit (Qiagen, Hilden, Germany) according to manufacturer instructions. RNA concentration and 260/280 ratio were determined using a spectrophotometric plate-reader (Tecan, Mannedorf, Switzerland) and samples were kept at -80 °C until use.

### RNA-Seq

RNA sequencing was performed at the University of Florida Interdisciplinary Center for Biotechnology Research using Illumina NovaSeq S4 (Illumina, San Diego, CA, USA) sequencing by applying standard manufacturer's protocols. All samples passed quality controls and about 60 million 101 bp paired-end reads were generated for each sample.

### Differentially expressed gene and pathway analysis

Partek Flow software (Partek, St. Louis, USA) was used to align samples to the mouse mm10 genome using the STAR alignment tool. Following alignment, reads were quantified to the mm10 annotation model using the Partek E/M annotation tool. Differentially expressed features were determined by running normalized reads through the Partek GSA tool. The read counts for each sample were used for differential expression analysis with the DESeq2 (version 3.13) package (https://doi.org/10.1186/s13059-014-0550-8). The differentially expressed genes were identified using adjusted p-value < 0.05 and log2 fold change > 1.3. Principle component analysis (PCA) showing samples variance was carried out using the built-in package function, plot PCA. Heatmaps were created using pheatmap (version 1.0.12) package in R. The complete list of identified genes was used to generate volcano plots in R. For heatmap graphs and enrichment pathway analysis, the variance of genes across all phenotypes and treatment was calculated, the top-20 highly variable upregulated genes, manually chosen inflammatory-related genes were used for further analysis.

Metascape (http://metascape.org) was utilized for gene function annotation and enrichment pathway analysis by default setting. Metascape provides a workflow integrating gene annotation, membership analysis, and multi-gene-list meta-analysis. The input genes are searched and compared in different online experimental validated databases in order to determine if a set of genes participates in certain molecular pathways related to metabolic or physiological functions^19^.

### Bio-Plex evaluation of cytokine production

Syngeneic apoptotic thymocytes were incubated with BMDMs in a 5:1 ratio in 500µL for 24 h at 37 °C. Treatment was performed in RPMI complete with heat-inactivated FBS. After treatment, media was collected, aliquoted, and stored at − 80 °C until use. Cytokine levels were evaluated using a BioPlex Pro Mouse Cytokine Th1 Panel kit (Bio-Rad, Hercules, USA). Media samples were centrifuged before use, 50μL of samples was used undiluted according to manufacturer protocol. Experimental results were acquired using the Bio-Rad Magpix system. The data were analyzed using the Bio-Plex Manager software (Bio-Rad).

### Efferocytosis assay with TLR stimulation and inhibition

Thymocytes were collected as above; however, to simulate necrotic conditions, thymocytes were killed by heating to 56 °C for 20 min, followed by two-hour incubation at 37 °C in PBS with 1% FBS. BMDM treatment was conducted as follows: Control condition received no TLR stimulation or apoptotic cells. TLR7a (agonist) condition was treated with 30 µg/mL imiquimod (InvivoGen) for 6 h. TLR9a condition was treated with 1 µM CpG (InvivoGen) for 6 h. Macrophage survival of imiquimod treatment is demonstrated in Supplementary Figure 2C. BMDMs were treated with apoptotic cells for 2 h in the AC treated condition, followed by BMDMs being washed three times, and incubated for an additional 2 h. TLR7i (inhibitor) condition was treated with 5 µM TLR7 inhibitor ODN 20,958 (MACS Miltenyi Auburn, USA) for 2 h prior to AC addition. The inhibitor was re-added during 2 h AC treatment. Following AC treatment, the BMDMs were washed three times to remove apoptotic cells and incubated for an additional two hours. TLR9i condition was treated with 1 µM TLR9 inhibitor ODN 4084-F (InvivoGen) for 2 h prior to AC addition. The inhibitor was re-added during 2 h AC treatment. The BMDMs were washed three times to remove apoptotic cells and incubated for an additional two hours. RNA and protein were isolated from BMDMs following treatment using a ThermoFisher PARIS (protein and RNA isolation) kit according to manufacturer protocol. A Bio-Rad RT qPCR 1 step kit (Bio-Rad) was used to measure the expression of *Ifnb, Ifng, Il6, Il1b, Il12b, Il10*, and *Mer* with *Hprt* as a reference gene according to manufacturer protocol. Primer sequences are included in Table 1. RT qPCR data were analyzed using CFX Maestro software (Bio-Rad), and expression was reported as a relative normalized expression.

**Table 1:** RT qPCR primer list.

Gene name	Forward primer	Reverse primer
*Ifnb*	AAG AGTTACACT GCCTTTGCCATC	CACTGTCTGCTG GTGGAGTTCATC
*Ifng*	AGCGGCTGACTGAACTCAGATTGTAG	GTCACAGTTTTCAGCTGTATAGGG
*Il6*	GATGGATGCTACCAAACTGGA	CCAGGTAGCTATGGTACTCCAGAA
*Mer*	ACCTCCACACCTTCCTGTTA	CACACATCGCTCTTGCTGGT
*Il1b*	AAGGGCTGCTTCCAAACCTTTGAC	ATACTGCCTGCCTGAAGCTCTTGT
*Il12b*	ATGAGAACTACAGCACCAGCTTC	ACTTGAGGGAGAAGTAGGAATGG
*Il10*	ATTTGAATTCCCTGGGTGAGA	CACAGGGGAGAAATCGATGACA
*Hprt*	AGTGTTGGATACAGGCCAGAC	CGTGATTCAAATCCCTGAAGT

### Statistical analyses

Statistical evaluations were determined using one-tailed Mann–Whitney t-tests or ANOVA analyses where appropriate, all generated by the GraphPad Prism 8 software (GraphPad Software, La Jolla, USA). In all cases, *p* values < 0.05 were considered significant.

### Adherence to ARRIVE guidelines

The reporting in the manuscript follows the recommendations in the ARRIVE guidelines for animal research.

## Results

### SjS^S^ BMDM response to apoptotic cells is transcriptionally distinct from control BMDMs

We previously described enhanced Mer inactivation and decreased efferocytosis in BMDMs and resident peritoneal macrophage of the C57BL/6.NOD-*Aec1Aec2* (SjS^S^) mouse model^14^. The SjS^S^ mouse was generated by breeding two intervals influencing susceptibility to diabetes (Idd), I*dd3* (*Aec1*) and *Idd5* (*Aec2*) from the non-obese diabetic (NOD) mouse onto a C57BL/6 (B6) background, thus establishing a mouse line that exhibited exocrine gland pathology without diabetes^20^.

The objective of this study was to understand if the decreased Mer signaling described previously compromised the typical anti-inflammatory response of macrophages to ACs within the SjS^S^ model. 

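Bone marrow-derived macrophages (BMDMs) are macrophages grown in culture from bone marrow cells with M-CSF, and SjS S stands for the C57BL/6.NOD-*Aec1Aec2* mouse, which carries chromosome intervals of the NOD mouse on the B6 background. The RNA of 18 BMDM samples was sequenced, 3 in each of 6 groups. BMDMs of both strains were left untreated (control), given apoptotic cells (AC) or given CpG, an oligonucleotide that the paper uses elsewhere as its TLR9 agonist. The ACs were thymocytes killed with dexamethasone, incubated at 5 per BMDM for 2 h, and CpG was used at 1 µM for 6 h. After the wash, the additional incubation was 3 h by the paper's results and by the sample labels and 4 h by its methods. The paper gives n = 3 mice for each strain, and its text does not state whether control, AC and CpG samples with the same number came from the same mouse, or which strain's thymocytes each sample received. The authors aligned the reads to mm10 with STAR and estimated the number of reads on each gene with Partek's E/M tool, and the counts they deposited were not normalized. The totals over genes, with the median first and the range after it, were 51824738 (45180407 to 57139640) in control B6, 48488755 (43846582 to 51755371) in AC treated B6 and 47336277 (39856501 to 52464294) in CpG treated B6 BMDMs. They were 48645192 (30688288 to 49362514) in control SjS S, 53495502 (46212550 to 57053295) in AC treated SjS S and 43293836 (39439201 to 43844353) in CpG treated SjS S BMDMs. The median over the 18 samples was 47912516 counts on genes. The depth that the paper states, about 60 M paired-end reads of each sample, is of sequenced reads, and the values beside its sentences use the counts on genes. The estimated counts were rounded to whole numbers and scaled by edgeR's TMM factors, and 15789 of the 20615 genes in the table passed edgeR's filter on low counts. All 18 samples were fitted together with a mean for each group, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene is called higher or lower where the adjusted p is under 0.05 and the log2 fold change is over 1.3 in size, the thresholds of the paper's methods. Normalized values are given as CPM, counts relative to the TMM scaled library total, and gene coordinates are those of the deposited table on mm10.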

RNA-seq was performed to assess BMDM response to ACs. B6 and SjS^S^ BMDMs were differentiated and incubated with dexamethasone-killed apoptotic thymocytes for two hours. Upon the conclusion of the incubation period, BMDMs were washed three times to remove un-engulfed ACs and incubated an additional three hours to allow for transcriptional changes in the BMDMs and degradation of thymocyte RNA. 

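*Cd3d*, *Cd3e* and *Cd3g* on chromosome 9 and *Trac* on chromosome 14 encode parts of the T cell receptor complex, and none of the 4 genes passed the filter on low counts. Over the 3 samples of a group, *Cd3d*, *Cd3e* and *Cd3g* together had 18 counts in control B6 and 20 in AC treated B6 BMDMs. They had 15 counts in control SjS S and 22 in AC treated SjS S BMDMs. A few reads were thus present without ACs as well, and the counts are too few to settle whether they were as frequent. *Trac* had 0 counts in control B6, 4 in AC treated B6, 8 in control SjS S and 7 in AC treated SjS S BMDMs, and 17 in CpG treated B6 BMDMs, which received no thymocytes. For more depth, the counts of 15 T-lineage genes under the filter were pooled, the *Cd3* genes and *Trac* among them. The pooled level was 0.396 CPM in control B6 (66 counts over 3 samples) and 1.44 CPM in AC treated B6 BMDMs (213 counts), a ratio of 3.63 (exact 95% interval 2.74 to 4.86). It was 0.489 CPM in control SjS S (70 counts) and 0.833 CPM in AC treated SjS S BMDMs (109 counts), a ratio of 1.71 (exact 95% interval 1.25 to 2.34). In both strains every AC sample lay above every control sample (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 3 allow). *Rag1*, expressed in immature lymphocytes, had 24 counts in AC treated B6 BMDMs and 0 in control B6, at least 9.01-fold higher against a floor of 3 counts over the group. In AC treated SjS S BMDMs *Rag1* had 3 counts, and in control SjS S 0. The intervals and the floor cover counting error only. In CpG treated B6 BMDMs the pooled level of the 15 genes was 0.818 CPM, so that a level like that of AC treated SjS S BMDMs also occurred without ACs. At this depth the *Cd3* counts were too few to settle a difference between AC and control BMDMs, while the pooled T-lineage genes were higher with ACs.

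**Figure D1:**
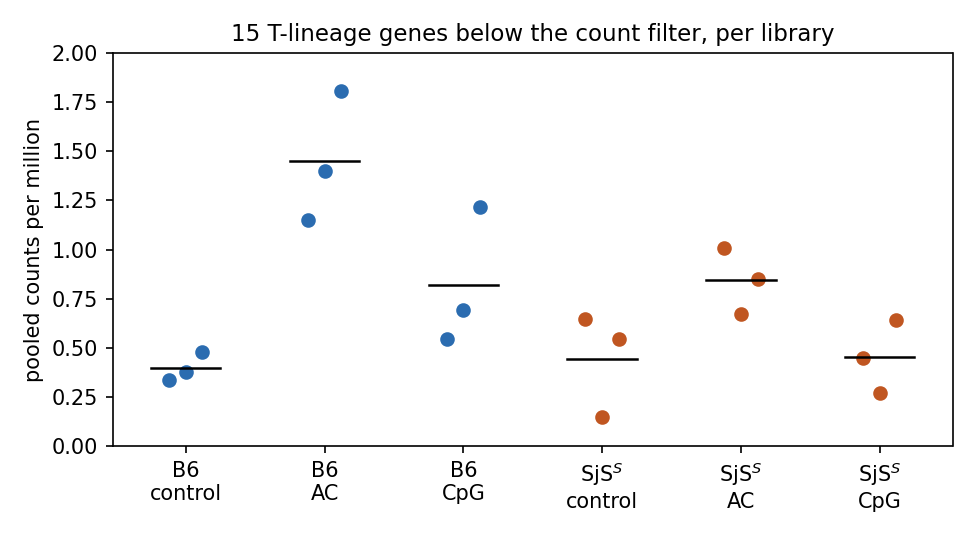
Pooled level of the 15 T-lineage genes under the count filter in each of the 18 samples, in CPM, by strain and treatment, with the mean of each group as a bar. AC treated B6 BMDMs lie between 1.15 and 1.81 CPM and AC treated SjS S BMDMs between 0.673 and 1.01 CPM, above the control samples of their strain.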

Thymocyte RNA's degradation was confirmed by evaluating the thymocyte-specific genes *Cd3* and *Trac*, which were not detectable in BMDM samples. As a control for an alternate inflammatory stimulus, BMDMs were treated with CpG to stimulate TLR7 signaling.

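CpG changed the expression of 925 genes upwards and 1086 downwards in B6 BMDMs, and of 759 upwards and 703 downwards in SjS S BMDMs, against control BMDMs of the same strain (called with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 623 genes were called higher and 560 lower in both strains. Of the alternatives tried, dropping the fold threshold moved these numbers most, to 4439 genes higher and 4708 lower in B6 and 4396 higher and 4164 lower in SjS S BMDMs. *Tnf* (chromosome 17, 35199381 to 35202007) had a log2 fold change of 4.38 in B6 BMDMs (standard error 0.15, adjusted p = 1.87e-14 from the same test) and of 4.91 in SjS S BMDMs (standard error 0.16, adjusted p = 9.10e-15). *Csf3* had 0 counts in the control samples of both strains and 2189 counts in CpG treated B6 and 238 in CpG treated SjS S BMDMs, at least 913-fold and 88.3-fold higher against a floor of 3 counts over the control group. The CpG response of *Tnf* did not differ significantly between the strains (interaction 0.53, standard error 0.19, adjusted p = 0.109 from the same test, and an adjusted p of 0.0248 without replicate 2 of control SjS S).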

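PCA was run on the log2 CPM (prior count of 2) of the 500 most variable genes over the 18 samples. The first component held 51.2% of the variance and the second 26.7%. Scores on the first and second component, as mean ± SD of 3 samples, were -40.1 ± 1.10 and 6.74 ± 0.397 for control B6 and -35.4 ± 1.72 and -21.5 ± 1.34 for control SjS S BMDMs. With ACs they were -5.82 ± 2.17 and 9.03 ± 0.501 for B6 and 39.8 ± 0.772 and -32.8 ± 0.0446 for SjS S BMDMs, so that the AC treated samples of both strains lay apart on both components by far more than the SD within a group. With CpG they were 23.2 ± 1.37 and 33.1 ± 2.22 for B6 and 18.4 ± 4.57 and 5.51 ± 0.875 for SjS S BMDMs. The widest spread of triplicates was that of CpG treated SjS S BMDMs on the first component. On all 15789 tested genes the first component held 39.0%, and after DESeq2's variance stabilizing transformation 61.9%.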

Tight clusters of triplicates for all conditions were observed under principal component analysis (PCA); however, AC treated B6 and SjS^S^ BMDMs exhibited differing transcriptional responses (Fig. 1A). This was in contrast to CpG treated B6 and SjS^S^ samples, which demonstrated closer clusters than observed in AC treatment. 

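Over all tested genes, the Euclidean distance in log2 CPM between the mean of the B6 and the mean of the SjS S samples was 105 with ACs, 68.9 with CpG and 64.6 without treatment. The strains were thus 1.52 times as far apart with ACs as with CpG. For comparison, single replicates of one group were on average between 54.6 and 67.4 apart, a distance between single samples, in which noise weighs more than in a distance between means of 3. With each sample left out in turn, the ratio of the AC to the CpG distance stayed between 1.37, without replicate 3 of CpG treated B6 BMDMs, and 1.54.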

A heat map constructed for all samples indicated minor differences between CpG treated B6 and SjS^S^ samples, reinforcing the PCA data (Fig. 1B). Similarly, the heat map indicates a divergent response to ACs between B6 and SjS^S^ BMDM samples, where more genes are upregulated in the SjS^S^ samples. This observation was confirmed in volcano plots depicting changes in gene expression control and AC treated conditions for B6 and SjS^S^ BMDMs. 

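Between CpG treated SjS S and B6 BMDMs, 287 genes were called higher and 125 lower in SjS S, against 205 higher and 113 lower between the control samples (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes called in untreated BMDMs, 99 were also called higher and 52 also called lower in SjS S under CpG, so part of the difference under CpG was there before treatment. The response to CpG itself, tested as the interaction of strain and treatment, was called higher in SjS S for 45 genes and lower for 52. Without replicate 2 of CpG treated B6 BMDMs, 211 genes were called higher in CpG treated SjS S BMDMs, and without replicate 3 of the same group 348. Among the genes lower in CpG treated SjS S BMDMs was *Il1b*, with 1028 ± 239 CPM (SD, n = 3) in B6 and 109 ± 13.4 in SjS S, a log2 fold change of -3.23 (standard error 0.19, adjusted p = 9.81e-10 from the same test).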

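In AC treated BMDMs, 985 genes were called higher in SjS S than in B6 and 425 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that 69.9% of the genes past the fold threshold were higher in SjS S. With no fold threshold, 3782 were significantly higher and 4025 lower. Past the threshold the share was 64.5% without treatment and 69.7% with CpG, on smaller numbers of genes. Of the genes that already separated untreated BMDMs, 116 were again called higher and 45 again called lower in SjS S with ACs. *Cd40* (chromosome 2, 165055627 to 165072948) was at 19.0 ± 3.30 CPM (SD, n = 3) in AC treated B6 and 273 ± 14.3 CPM in AC treated SjS S BMDMs, a log2 fold change of 3.85 between the strains (standard error 0.13, adjusted p = 4.26e-14 from the same test). With each AC sample left out in turn, between 922 and 987 genes were higher and between 369 and 447 lower in SjS S.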

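In SjS S BMDMs the largest increases after ACs were those of *Cxcl11*, *Cxcl10* and *Mir155hg*. *Cxcl11* had 0 counts in the control samples and 2477 in the AC samples, at least 904-fold higher against a floor of 3 counts over the control group, and *Mir155hg* had 0 and 439 counts, at least 160.2-fold higher. *Cxcl10* (chromosome 5, 92346638 to 92348889) rose from 2.55 ± 1.64 to 4847 ± 266 CPM (SD, n = 3), a log2 fold change of 10.99 (standard error 0.31, adjusted p = 1.19e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The decreases were led by *Gm11748*, with 160 control counts and 0 after ACs, at least 48.7-fold lower against the floor, and *Gm11699*, with 49 and 0 counts, at least 14.9-fold lower. They were followed by *Frat1*, whose log2 fold change was -6.47 (standard error 0.43, adjusted p = 1.90e-10 from the same test). In B6 BMDMs *Cxcl11* and *Cxcl10* also led the increases, followed by *Csf3*. *Cxcl11* had 0 control counts and 70 counts after ACs, at least 26.3-fold higher, and *Cxcl10* went from 1.25 ± 0.237 to 191 ± 12.1 CPM, a log2 fold change of 7.24 (standard error 0.29, adjusted p = 1.95e-12). The largest fitted decrease in B6 was that of *Cmya5*, from 57 counts over the control samples to 0 over the AC samples, at least 16.9-fold lower. The response of *Cxcl10* was larger in SjS S by 3.74 on the log2 scale (standard error 0.43, adjusted p = 1.20e-06 from the same test). These genes are those with the largest fitted changes among called genes whose treated and control samples do not overlap.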

SjS^S^ BMDMs presented a stronger transcriptional response to ACs with 726 genes upregulated and 381 genes downregulated, compared to B6 BMDMs, which demonstrated 140 genes upregulated and 80 downregulated (Fig. 1C,D). 

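At the thresholds of the paper's methods, 1119 genes were called higher and 921 lower after ACs in SjS S BMDMs, and 383 higher and 322 lower in B6 BMDMs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a log2 fold change over 2, where the lines of Fig. 1C,D are drawn, 673 genes were higher and 349 lower in SjS S and 168 higher and 75 lower in B6 BMDMs. Leaving out each sample in turn gave between 1085 and 1139 genes higher in SjS S and between 346 and 392 in B6, ranges that stay far apart. Of the 383 genes called higher in B6, 362 (94.5%) also had a positive log2 fold change in SjS S BMDMs, 299 were called higher there as well, and for 262 (68.4%) the change in SjS S was the larger. Of the 1119 genes called higher in SjS S, 977 (87.3%) had a positive log2 fold change in B6, 698 of them with an adjusted p under 0.05, and their median log2 fold change was 2.22 in SjS S and 0.79 in B6 BMDMs. The genes were selected in SjS S, which by itself favours a larger change there.

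**Figure D2:**
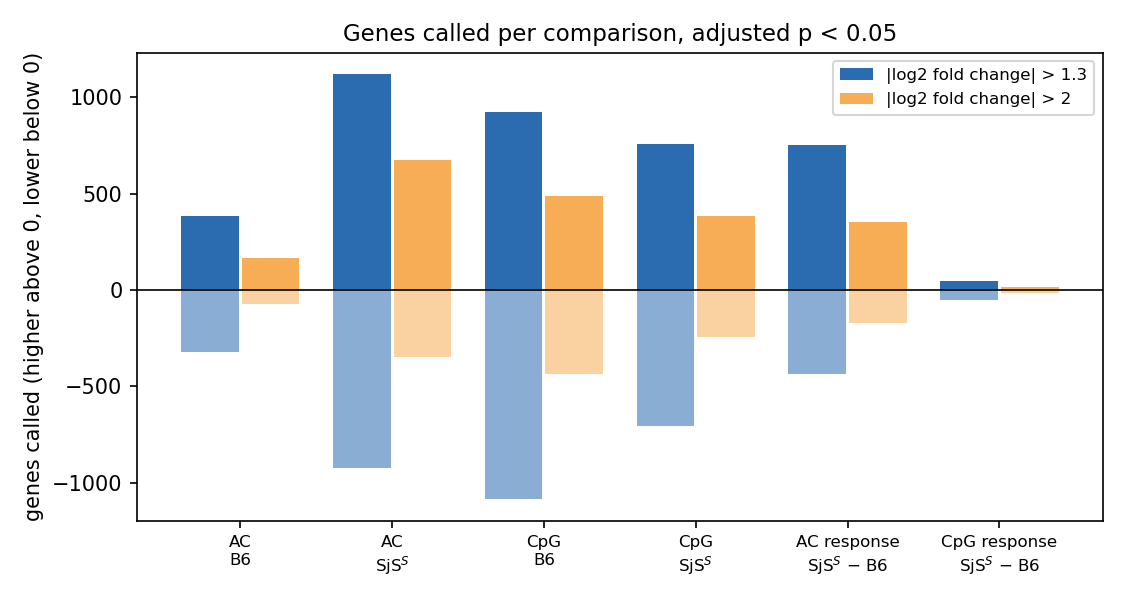
Number of genes called higher (above 0) and lower (below 0) after AC or CpG in B6 and SjS S BMDMs, and for the difference in response between the strains, at an adjusted p under 0.05 with a log2 fold change over 1.3 or over 2 in size. At either threshold the AC bars of SjS S are longer than those of B6, and those of the AC difference are longer than those of the CpG difference.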

In summary, these findings indicate that SjS^S^ BMDMs exhibit a transcriptional response to ACs that is distinct from that of B6 BMDMs and is differentiated by elevated gene expression.

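The difference between the responses was tested directly as the interaction of strain and AC treatment (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The AC response was called higher in SjS S than in B6 for 752 genes and lower for 437, and without a fold threshold for 3098 and 2889 genes. With each control or AC sample left out in turn, between 716 and 753 genes were called higher and between 384 and 465 lower. The paper reasons from the larger number of genes upregulated in SjS S BMDMs, and from their distance from B6 BMDMs in the PCA and the heat map, to a response to ACs that is distinct from that of B6 BMDMs and marked by elevated gene expression.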

**Figure 1:**
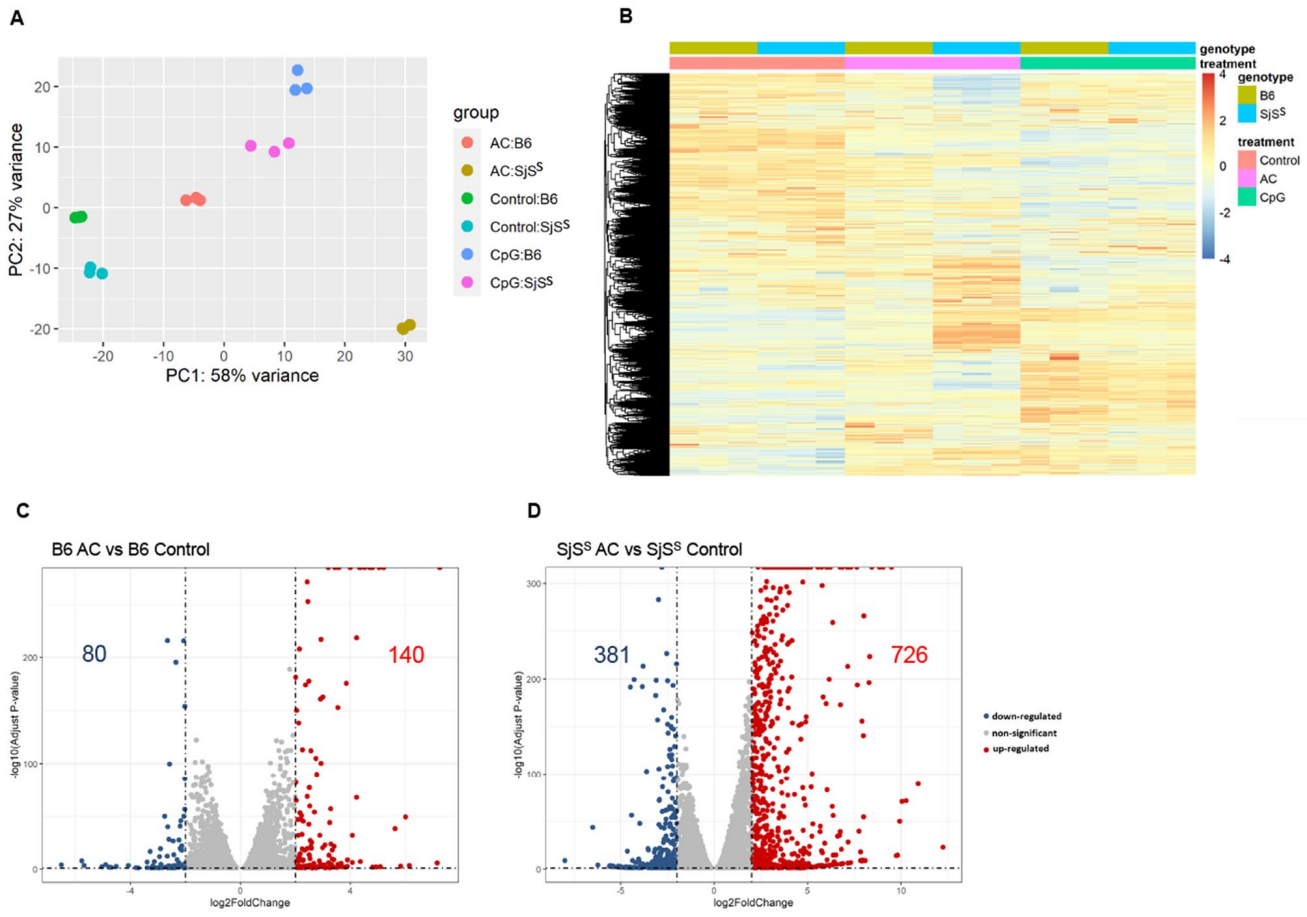
Efferocytosis induces distinct transcriptional profiles in B6 and SjS^S^ BMDMs. BMDMs were cultured from B6 (n = 3 mice) and SjS^S^ mice (n = 3 mice) and untreated or treated with CpG or apoptotic cells (AC). Following incubation, cells were washed three times and incubated an additional 3 h before RNA was collected for RNA-Seq. (**A**) Principal component analysis (PCA) plot of whole transcriptome RNA Seq data Control B6 (green), Control SjS^S^ (teal), CpG B6 (blue), CpG SjS^S^ (purple), AC B6 (red), and AC SjS^S^ (gold) (n = 3). (**B**) Heatmap of differentially expressed genes between Control B6, Control SjS^S^, CpG B6, CpG SjS^S^, AC B6, and AC SjS^S^ conditions. (**C,D**) Volcano plot of differential gene expression between Control and AC treatments for B6 (**C**) and SjS^S^ (**D**). Upregulated genes with fold change ≥ 1.3 and *P* < 0.05 are in red, and down-regulated genes with fold change ≤ 1.3 and *P* < 0.05 are in blue. Several significantly altered genes are indicated.

### Inflammatory signaling pathways are upregulated in SjS^S^ BMDM following AC treatment

Following the observation of a different response to ACs in B6 and SjS^S^ BMDMs, it was imperative to define the specific differences between the responses of these strains. 

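The 20 genes of Fig. 2A were ranked among all 15789 tested genes by their response to ACs in SjS S BMDMs. All 20 were called higher, with a median log2 fold change of 4.03. By log2 fold change they held ranks 9 to 752, with a median rank of 168.5 and 1 gene among the first 20. By the p of edgeR's quasi-likelihood test they held ranks 1 to 517, with 2 among the first 20, and by DESeq2's test statistic ranks 1 to 465, with 4 among the first 20 and 12 among the first 100. The paper's methods describe the choice as the top highly variable upregulated genes, so the 1119 genes called higher were also ranked by their variance over the 18 samples, a ranking chosen after the others were seen. By the variance of log2 CPM 1 of the genes was among the first 20, and by the variance of CPM 0 were among the first 20 and 10 among the first 100. Rankings by the difference between the strains, with ACs or as an interaction, were not made.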

As a starting point, the top 20 most highly upregulated genes were identified in the AC treated SjS^S^ population and included on a heat map against AC treated B6 BMDMs and control B6 and SjS^S^ samples (Fig. 2A). The 20 most upregulated genes in SjS^S^ BMDMs were primarily associated with inflammation (Fig. 2A). The most highly upregulated genes in AC treated SjS^S^ BMDMs primarily included genes related to IFN signaling (*Igtp*, *Ifi47*, *Gpb2*, *Gpb3*, *Irf1*, *Tgtp2*). However, genes related to macrophage activation (*Igrm1*, *Cd69*), cytokine and complement production (*Arid5a*, and *C3*), nucleic acid breakdown (*Pnp*), as well as regulators of the innate immune response (*Trafd1*) were also among the most highly upregulated genes by AC in SjS^S^ BMDMs. 

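The genes printed as *Gpb2* and *Gpb3* are in the table as *Gbp2* and *Gbp3*. In SjS S BMDMs, given as mean ± SD of 3 samples without and with ACs, *Igtp* (chromosome 11, 58199556 to 58207591) rose from 23.5 ± 1.04 to 547 ± 16.9 CPM, a log2 fold change of 4.54 (standard error 0.16, adjusted p = 1.90e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ifi47* (chromosome 11, 49076587 to 49096974) rose from 39.3 ± 1.29 to 603 ± 9.69 CPM, a log2 fold change of 3.94 (standard error 0.15, adjusted p = 6.85e-14 from the same test). *Gbp2* (chromosome 3, 142620602 to 142638008) went from 16.5 ± 1.81 to 877 ± 15.8 CPM, a log2 fold change of 5.74 (standard error 0.16, adjusted p = 8.72e-16 from the same test), and its neighbor *Gbp3* (chromosome 3, 142560026 to 142573209) from 16.5 ± 1.89 to 428 ± 10.4 CPM, a log2 fold change of 4.70. *Irf1* (chromosome 11, 53770014 to 53778374) increased from 78.8 ± 10.00 to 1371 ± 84.0 CPM, a log2 fold change of 4.12 (standard error 0.11, adjusted p = 6.78e-16 from the same test). *Tgtp2* (chromosome 11, 49057194 to 49064206) increased from 10.5 ± 0.870 to 668 ± 29.5 CPM, a log2 fold change of 6.00 (standard error 0.25, adjusted p = 1.74e-13 from the same test). Every increase was many times the SD within a group. *Igtp* overlaps *Irgm2* on the same strand, and *Gbp2*, *Gbp3* and *Tgtp2* belong to families of similar genes, so the authors' E/M counting could have divided reads between neighbors and the values of these genes are uncertain to that extent.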

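In SjS S BMDMs the early activation marker *Cd69* (chromosome 6, 129267325 to 129275436) rose from 1.85 ± 0.200 to 966 ± 18.2 CPM, a log2 fold change of 9.01 (standard error 0.12, adjusted p = 2.14e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest change among the 20 genes of Fig. 2A. *Irgm1* (chromosome 11, 48861968 to 48871683), printed as *Igrm1*, rose from 62.3 ± 0.567 to 955 ± 1.30 CPM, a log2 fold change of 3.94 (standard error 0.16, adjusted p = 9.35e-14 from the same test). *Arid5a* (chromosome 1, 36307733 to 36324029) increased from 11.2 ± 1.41 to 132 ± 7.45 CPM, a log2 fold change of 3.56 (standard error 0.12, adjusted p = 1.47e-14 from the same test). *C3* (chromosome 17, 57203970 to 57228136) went from 55.3 ± 2.01 to 783 ± 17.4 CPM, a log2 fold change of 3.82 (standard error 0.07, adjusted p = 4.00e-18 from the same test). *Pnp* (chromosome 14, 50944302 to 50965237) was the most abundant of these in control BMDMs and went from 168 ± 5.34 to 1244 ± 52.7 CPM, a log2 fold change of 2.89 (standard error 0.09, adjusted p = 3.17e-15 from the same test). *Trafd1* (chromosome 5, 121371725 to 121385632) had the smallest change, from 131 ± 8.15 to 486 ± 7.57 CPM, a log2 fold change of 1.89 (standard error 0.11, adjusted p = 1.96e-11 from the same test).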

Importantly, none of these genes were upregulated in the AC-treated B6 BMDMs (Fig. 2A).

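In AC treated B6 BMDMs, 15 of the 20 genes of Fig. 2A were significantly higher than in control B6, 4 of them past a log2 fold change of 1.3, 3 were significantly lower and 2 did not change significantly (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the list alone, 15 were again higher, which is not independent evidence because the study chose the list on these samples. Of the 12 genes named in the text, 10 were significantly higher and 2 lower. *Cd69* went from 1.97 ± 0.101 to 28.4 ± 3.32 CPM, a log2 fold change of 3.84 (standard error 0.10, adjusted p = 7.64e-15 from the same test). *Tgtp2* went from 5.26 ± 0.757 to 31.0 ± 1.96 CPM, a log2 fold change of 2.56 (standard error 0.24, adjusted p = 8.31e-08 from the same test), *Irgm1* had a log2 fold change of 1.46 and *Igtp* of 1.36. Smaller log2 fold changes were those of *C3* (1.06), *Ifi47* (1.04), *Gbp2* (0.98), *Irf1* (0.81) and *Pnp* (0.74), each with an adjusted p of 1.37e-05 or less. *Gbp3* had a log2 fold change of 0.49 (adjusted p = 0.0252 from the same test), which was no longer significant without replicate 2 or 3 of AC treated B6 or replicate 3 of control B6 BMDMs (adjusted p of 0.0854, 0.0739 and 0.0866). *Arid5a* fell by 0.63 on the log2 scale (standard error 0.13, adjusted p = 6.23e-04) and *Trafd1* by 0.33 (adjusted p = 0.0193), the latter not significant without replicate 2 or 3 of AC treated B6 BMDMs (adjusted p of 0.0513 and 0.0548). The response was significantly larger in SjS S for all 20 genes, by between 2.15 and 5.17 on the log2 scale.

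**Figure D3:**
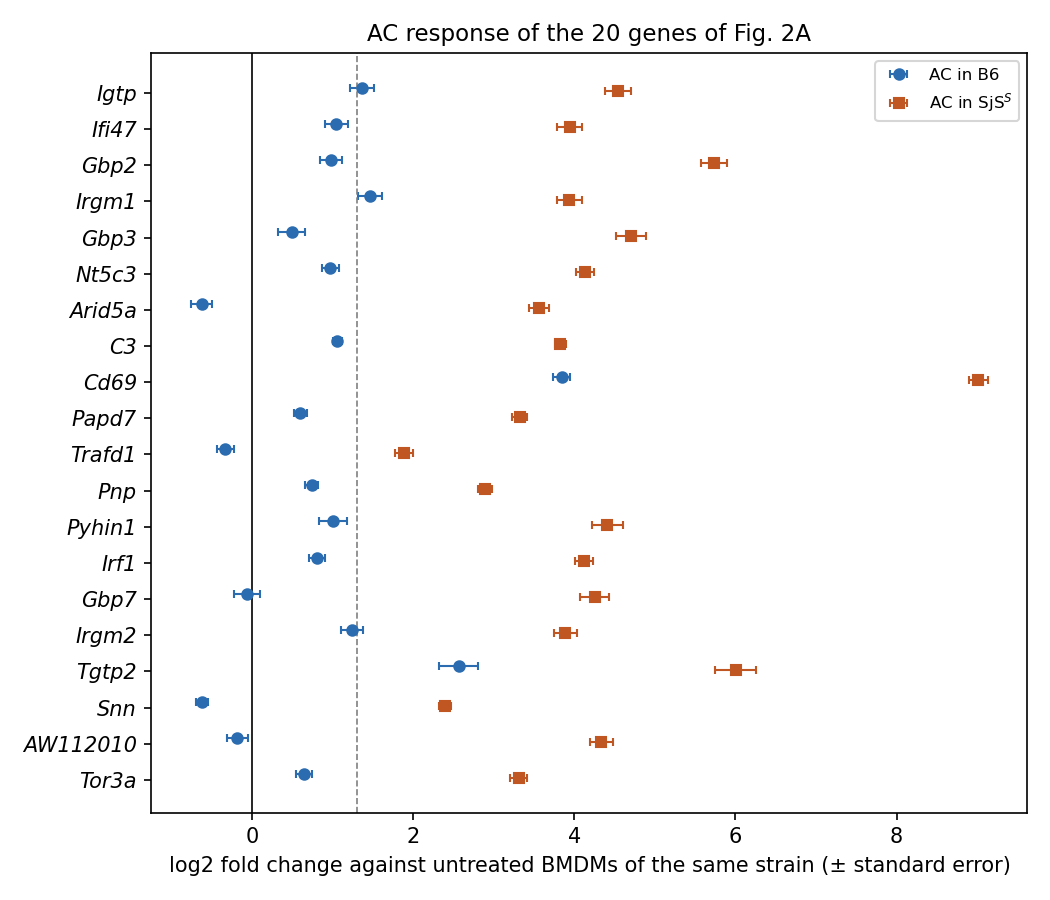
Log2 fold change after ACs of the 20 genes of Fig. 2A in B6 (circles) and SjS S (squares) BMDMs against control BMDMs of the same strain, with the standard error as bars, a solid line at 0 and a dashed line at 1.3. Every square lies to the right of its circle, and the circles run from -0.63 (*Arid5a*) to 3.84 (*Cd69*).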

**Figure 2:**
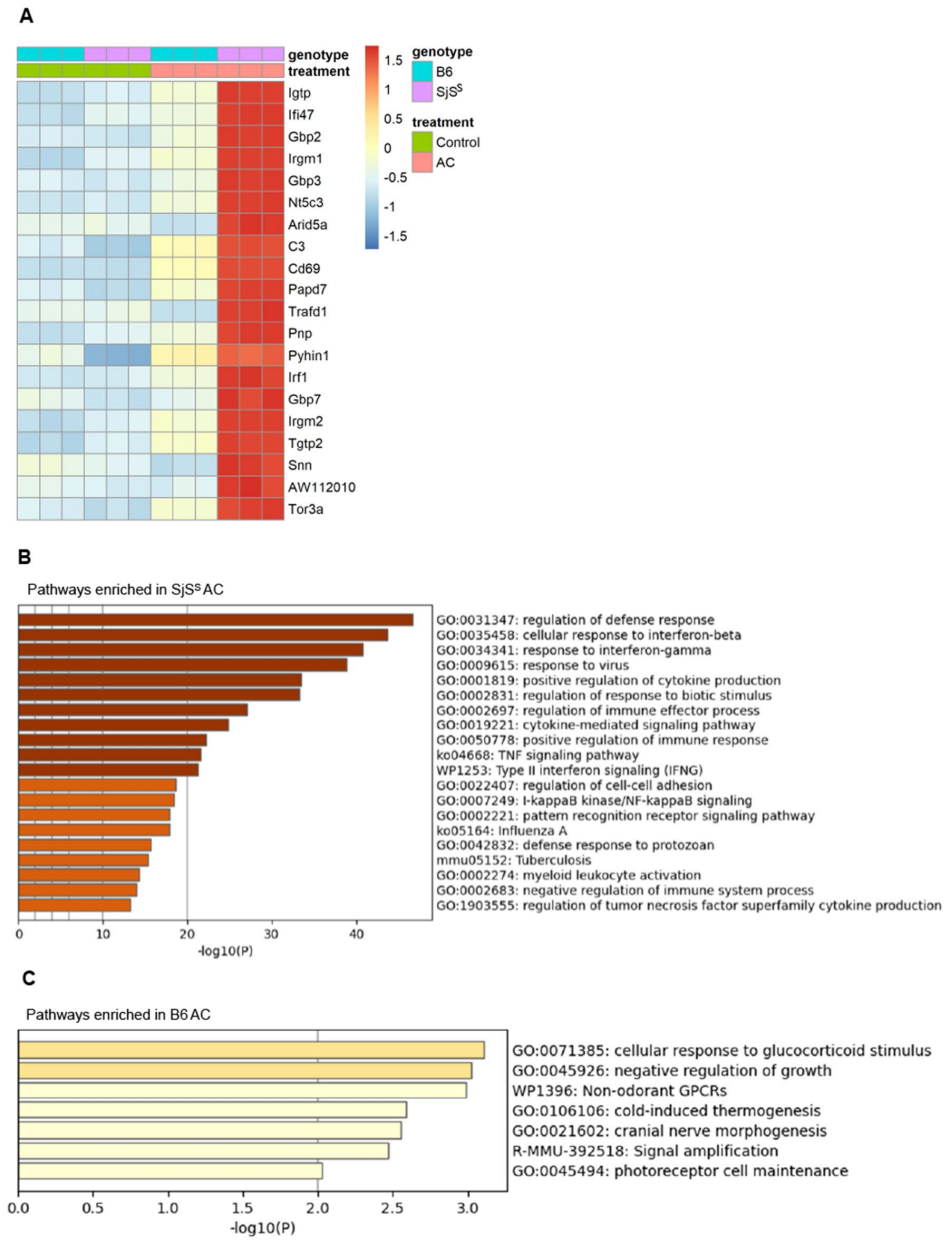
AC treated SjS^S^ BMDMs display an inflammatory transcriptional response. (**A**) Heat map depicting top 20 most highly upregulated differentially expressed genes in the AC SjS^S^ treatment condition with comparison to expression in other conditions (n = 3 mice per condition). (**B,C**) Enriched ontology clusters identified through Metascape revealed significant changes in gene pathways between SjS^S^ (**B**) and B6 (**C**) BMDMs after AC treatment.

The observation of highly upregulated IFN signaling pathway genes in SjS^S^ BMDMs with AC treatment led us to perform Metascape pathway analysis on AC treated B6 and SjS^S^ BMDMs (Fig. 2B,C). 

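The genes that the paper lists for these pathways in its supplementary tables were tested as sets for their response to ACs in SjS S BMDMs with camera, which compares a list with all other tested genes and assumes a preset correlation of 0.01 between its genes. Adjusted p values are Benjamini-Hochberg over the 32 pairs of a list and an AC or CpG response. Of the 37 genes listed for the IFNβ response, 31 were tested (median log2 fold change 4.34, 29 genes called higher, adjusted p = 1.29e-19 by camera). Of the 52 genes listed for the IFNγ response, all 52 were tested (median log2 fold change 3.90, 42 genes called higher, adjusted p = 5.86e-23 by camera). The TNF signaling pathway had 45 tested genes (median log2 fold change 3.24, 40 genes called higher, adjusted p = 2.04e-24 by camera). All lists were also higher with fry, a rotation test, and with a correlation estimated from the samples. The lists hold genes that the study found upregulated in these samples, so their direction in AC treated SjS S BMDMs is not independent evidence. The enrichment of the pathways by Metascape and the pathways for tuberculosis, viral infection and influenza A were not analysed here.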

In AC treated SjS^S^ BMDMs, pathways involving host defense were upregulated, involving pathways for tuberculosis, viral, and influenza A. IFNβ, IFNγ, and TNF pathways were all elevated, indicating overactivated inflammatory cytokine signaling. 

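In AC treated SjS S BMDMs, the 32 tested genes of the list for PRR signaling had a median log2 fold change of 2.84, 32 of them called higher and 0 lower (adjusted p = 1.01e-22 by camera). The 39 tested genes of the list for myeloid leukocyte activation had a median of 2.74, with 32 called higher and 0 lower (adjusted p = 1.84e-18 by camera). As a difference between the strains, the AC response of the PRR list was larger in SjS S by a median of 1.96 on the log2 scale. Both lists hold genes the study chose as upregulated in AC treated SjS S BMDMs, which favors this direction, so these values are not independent evidence. No gene list is given for the NF-κB pathway, which was not analysed here.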

Pattern recognition receptor (PRR) pathway signaling, the NF-κB pathway, and myeloid cell activation pathways were all increased as well, suggesting that the inflammatory response to ACs mentioned above may be driven by enhanced SjS^S^ macrophage activation in response to ACs (Fig. 2B). Specific genes upregulated in the pathways for IFNβ response, IFNγ response, positive regulation of cytokine production, and cytokine mediated signaling pathway are collected in Supplementary Table 1. 

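In the deposited counts, the list for positive regulation of cytokine production had 123 tested genes of 129 listed (median log2 fold change 3.07, 106 genes called higher, adjusted p = 4.46e-39 by camera in AC treated SjS S BMDMs). The list for the cytokine mediated signaling pathway had 153 tested of 160 listed (median log2 fold change 2.61, 117 genes called higher, adjusted p = 8.36e-34 by camera). The listed genes are more than the input genes that the same table states for these pathways, which are 78 and 61.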

Supplementary Table 2 includes upregulated genes within the positive regulation of immune response, TNF signaling pathway, pattern recognition receptor signaling, and myeloid leukocyte activation pathways. 

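The list for positive regulation of immune response, with 73 tested of 80 listed genes, was higher in AC treated SjS S BMDMs (median log2 fold change 2.91, 59 genes called higher, adjusted p = 2.45e-28 by camera). Over the 8 lists of both tables, the highest adjusted p in AC treated SjS S BMDMs was 8.54e-12 with fry and 0.0477 with an estimated correlation.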

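The gene lists of Supplementary Tables 1 and 2 were also tested for their response to ACs in B6 BMDMs. Camera with its preset correlation found all 8 higher than other genes after ACs, with adjusted p between 5.88e-16 and 4.37e-04, and fry also found all 8 higher. With a correlation estimated from the samples, 3 remained under an adjusted p of 0.05, those for TNF signaling (0.0199), PRR signaling and positive regulation of cytokine production (both 0.0477), and the other 5 had an adjusted p up to 0.125. The TNF signaling list had a median log2 fold change of 1.28, with 22 genes called higher and 1 lower. The IFNβ list had a median of 1.12, with 12 genes called higher, and the cytokine mediated signaling list had the lowest, 0.49, with 44 called higher and 16 lower. The response of every list was larger in SjS S, by medians between 1.76 and 3.11, with a highest adjusted p of 8.63e-24 by camera, 8.44e-09 by fry and 0.0137 with an estimated correlation. The lists come from genes that the study chose on AC treated SjS S BMDMs, which favors a larger response in SjS S, so this difference is not independent evidence.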

As expected, B6 BMDMs stimulated with ACs did not exhibit the aberrant inflammatory response observed in SjS^S^ BMDMs, with no elevation in inflammatory pathways being detected (Fig. 2C). The stark difference in response to ACs between these two strains demanded further investigation, as efferocytosis is generally considered an immunologically silent process devoid of inflammatory signaling.

### SjS^S^ BMDM produce inflammatory cytokines following AC stimulation

Considering that the top 20 most upregulated genes in AC treated SjS^S^ BMDMs included multiple genes related to IFN signaling and macrophage activation, and pathway analysis revealed the enrichment of numerous inflammatory pathways, RNA-Seq samples from this condition were further analyzed for expression levels of 12 specific inflammatory genes (Fig. 3A). 

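Expression in SjS S BMDMs is given as mean ± SD of 3 samples without and with ACs. *Tnf* rose from 20.6 ± 5.77 to 771 ± 57.7 CPM, a log2 fold change of 5.24 (standard error 0.16, adjusted p = 2.32e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il1b* (chromosome 2, 129364570 to 129371139) rose from 1.97 ± 0.560 to 128 ± 5.40 CPM, a log2 fold change of 6.05 (standard error 0.25, adjusted p = 1.41e-13 from the same test). *Ccl3* (chromosome 11, 83647844 to 83649355) went from 31.9 ± 4.10 to 742 ± 76.2 CPM, a log2 fold change of 4.54 (standard error 0.13, adjusted p = 8.25e-16 from the same test). *Cd40* was at 4.20 ± 0.969 CPM without ACs, and its log2 fold change was 6.03 (standard error 0.15, adjusted p = 2.72e-16). *Cd86* (chromosome 16, 36603869 to 36666081) had the smallest increase, from 47.5 ± 15.1 to 189 ± 6.39 CPM, a log2 fold change of 2.00 (standard error 0.17, adjusted p = 5.47e-09 from the same test). *Il6*, *Il12b* and *Nos2* started near the limit of detection, with 8, 9 and 7 counts over the 3 control samples. After ACs, *Il6* (chromosome 5, 30013114 to 30019981) was at 69.3 ± 12.0 CPM, a log2 fold change of 10.21 (standard error 0.35, adjusted p = 1.35e-14). *Il12b* (chromosome 11, 44400063 to 44414033) was at 15.8 ± 1.96 CPM, a log2 fold change of 7.92 (standard error 0.32, adjusted p = 9.50e-14), and *Nos2* (chromosome 11, 78920787 to 78960254) at 51.3 ± 4.76 CPM, a log2 fold change of 9.96 (standard error 0.47, adjusted p = 8.88e-13).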

AC treated SjS^S^ BMDMs were found to exhibit increased expression levels of acute-phase cytokines (*Il1b, Il6, Tnf), Il12b,* chemokines (*Ccl3*), co-stimulatory molecules (*Cd40, Cd86*), and markers of macrophage inflammatory state (*Nos2*). Of these genes, only *Il1b* showed a modest increase in AC-treated B6 BMDMs (Fig. 3A). 

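In B6 BMDMs, 7 of these 8 genes were called higher after ACs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and adjusted over the list alone the same number was significantly higher, although the study chose the list by hand. *Il1b* went from 5.26 ± 1.63 to 51.5 ± 10.5 CPM, a log2 fold change of 3.29 (standard error 0.21, adjusted p = 7.31e-10 from the same test). *Tnf* went from 46.0 ± 0.492 to 163 ± 18.0 CPM, a log2 fold change of 1.83 (standard error 0.14, adjusted p = 5.17e-09 from the same test). *Il6* had a log2 fold change of 5.58 (standard error 0.38, adjusted p = 1.26e-09) at a low level of 5.27 ± 1.38 CPM after ACs, and *Il12b* of 4.27 (adjusted p = 3.92e-06) at 0.868 ± 0.372 CPM. *Nos2* reached 0.515 ± 0.155 CPM, a log2 fold change of 3.52 (standard error 0.82, adjusted p = 0.00199) that rests on 7 control counts. The log2 fold change was 1.62 for *Cd40* (adjusted p = 2.57e-08) and 1.44 for *Ccl3* (adjusted p = 9.23e-09). *Cd86* did not change significantly, from 57.9 ± 4.70 to 58.3 ± 5.76 CPM, a log2 fold change of 0.01 (standard error 0.16, adjusted p = 0.976 from the same test). The response was significantly larger in SjS S for all 8 genes, by between 1.99 (*Cd86*) and 6.44 (*Nos2*) on the log2 scale. That of *Il12b* was no longer significant without replicate 1 or 2 of control B6 BMDMs (adjusted p of 0.102 and 0.115), nor that of *Nos2* without replicate 1 or 3 (adjusted p of 0.0608 and 0.112).

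**Figure D4:**
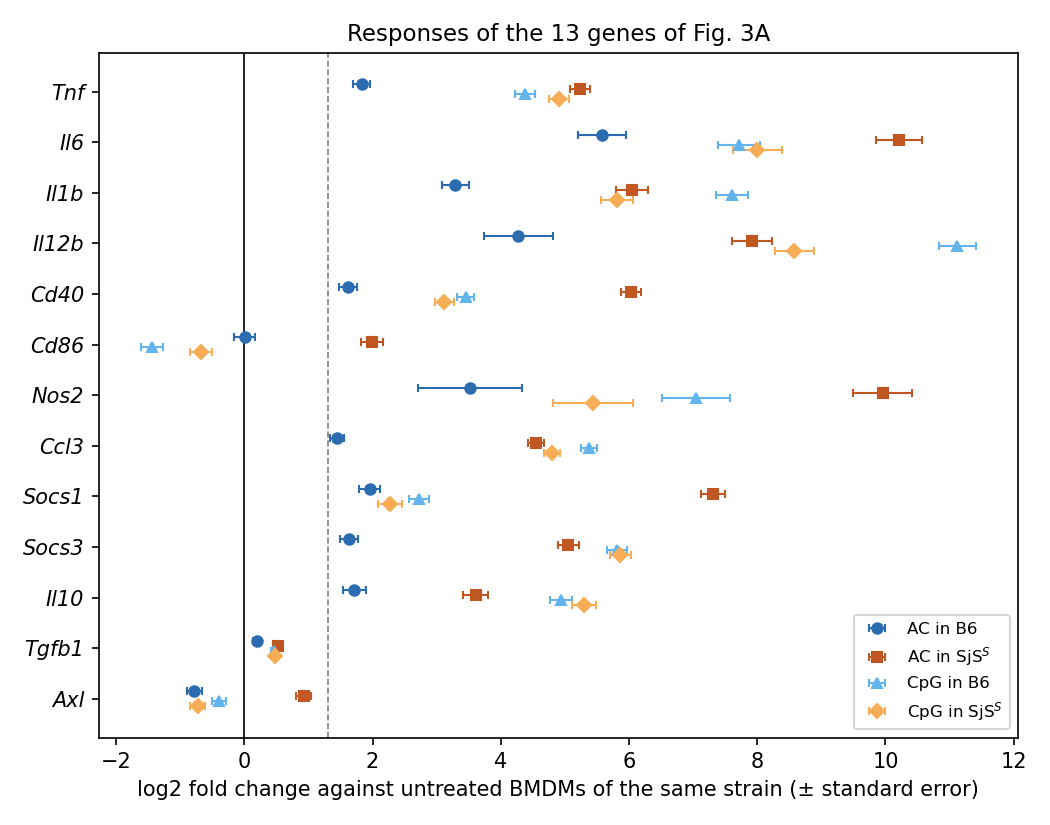
Log2 fold change of the 13 genes of Fig. 3A after ACs (circles for B6, squares for SjS S) and after CpG (triangles for B6, diamonds for SjS S) against control BMDMs of the same strain, with the standard error as bars, a solid line at 0 and a dashed line at 1.3. The squares lie to the right of the circles for all 13 genes.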

The increase in chemokine and co-stimulatory molecule gene expression was especially interesting, as this represents a means of aberrant macrophage activity influencing the adaptive lymphocyte response. Lymphocytes are the primary components of the exocrine infiltrates in SjS, and this data indicates that atypical macrophage response could be a driver in downstream lymphocyte activation. Intriguingly, several anti-inflammatory genes were also upregulated by ACs in SjS^S^ BMDMs. *Socs1*, *Socs3*, *Il10*, *Axl*, and a moderate level of *Tgfb* were induced with ACs in SjS^S^ BMDMs while *Il10* and *Tgfb* were increased slightly in B6 BMDMs (Fig. 3A).

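After ACs, *Socs1* (chromosome 16, 10783808 to 10785536) had a log2 fold change of 7.31 in SjS S (standard error 0.18, adjusted p = 2.62e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 1.95 in B6 BMDMs (standard error 0.17, adjusted p = 2.92e-08). *Socs3* (chromosome 11, 117966079 to 117970047) had a log2 fold change of 5.05 in SjS S (standard error 0.16, adjusted p = 4.01e-15 from the same test) and of 1.63 in B6 BMDMs (standard error 0.14, adjusted p = 3.13e-08). *Il10* (chromosome 1, 131019845 to 131024974) rose from 1.25 ± 0.314 to 14.9 ± 2.36 CPM, a log2 fold change of 3.61 (standard error 0.19, adjusted p = 7.31e-12 from the same test) in SjS S BMDMs, as mean ± SD of 3 samples, and from 2.16 ± 0.403 to 7.13 ± 0.442 CPM in B6 BMDMs, a log2 fold change of 1.71 (adjusted p = 4.22e-07). *Tgfb1* (chromosome 7, 25687002 to 25705077), taken for *Tgfb*, changed least, with a log2 fold change of 0.53 in SjS S (standard error 0.05, adjusted p = 2.18e-08) and 0.19 in B6 BMDMs (standard error 0.05, adjusted p = 0.00431), neither past 1.3. *Axl* had a log2 fold change of 0.92 in SjS S BMDMs (standard error 0.11, adjusted p = 9.90e-07), also below 1.3. The response was larger in SjS S for all 5 genes, by 5.35 for *Socs1*, 3.42 for *Socs3*, 1.90 for *Il10* and 0.34 for *Tgfb1* on the log2 scale, with adjusted p of 7.70e-04 or less in the test of the interaction. All 5 were lower in control SjS S than in control B6, by log2 fold changes from -1.11 (*Socs3*) to -0.33 (*Tgfb1*). The adjusted p was 0.0342 or less, though not with every sample left out for *Socs1* and *Il10*. With ACs *Tgfb1* did not differ significantly between the strains (0.01, adjusted p = 0.879 from the same test), so its larger response reflected the lower control level. *Il10* with ACs was higher in SjS S by 1.06.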

**Figure 3:**
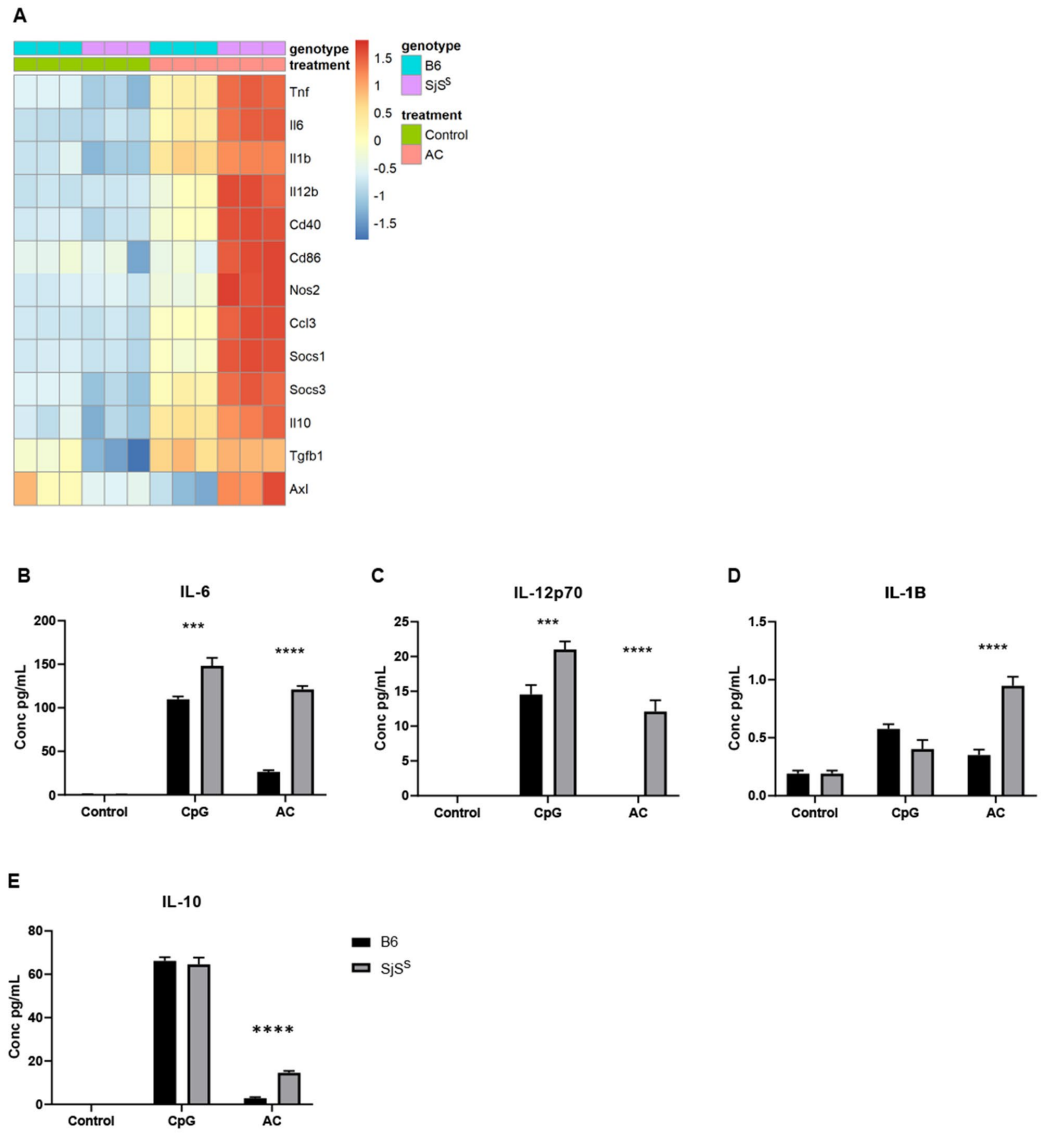
SjS^S^ BMDMs produce inflammatory cytokines in response to apoptotic cells. (**A**) Heatmap depicting RNAseq analysis results for differentially expressed selected inflammatory genes in B6 and SjS^S^ strains treated with Control, CpG, and AC conditions (n = 3 mice). (**B,E**) B6 (n = 3 mice) and SjS^S^ (n = 3 mice) BMDMs were treated with CpG 1 µM or AC for 24 h, at which point media was collected for Bio-plex cytokine analysis. The statistical significance was calculated by two-tailed unpaired *t*-tests where error bars indicate SEM ***p < 0.001, and ****p < 0.0001.

Inflammatory cytokine expression of AC treated SjS^S^ BMDMs was confirmed by a separate experiment measuring cytokine levels in the supernatant by Bio-Plex assay. In agreement with the RNA-Seq data, IL-6, IL-12p70, IL-1β were all found to be increased in AC treated SjS^S^ BMDM supernatant in comparison to AC treated B6 (Fig. 3B–D). Also, in accord with the RNA-Seq data, IL-10 was increased in the supernatant of AC treated SjS^S^ BMDMs over B6 BMDMs, possibly as a means to rein in the exaggerated inflammation through IL-6, IL-12p70, and IL-1β in this condition (Fig. 3E). Interestingly, increased IL-6 and IL-12p70 were detected in the supernatant of CpG treated SjS^S^ BMDMs over B6 BMDMs (Fig. 3B,C). This finding suggests that SjS^S^ BMDMs may have a stronger inflammatory response than B6 BMDMs following TLR engagement. However, according to the heat map and PCA plot generated above, the difference in response between B6 and SjS^S^ BMDMs to CpG appears to be less robust than the disparity in AC response by encompassing a smaller number of genes (Fig. 1A,B).

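Tested as the interaction of strain and treatment, the response differed between B6 and SjS S BMDMs for 97 genes with CpG and for 1189 with ACs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 difference over 1.3). At an unadjusted p under 0.05 and no fold threshold, 1725 genes responded more and 1456 less to CpG in SjS S, against 3634 more and 3527 less to ACs. For *Il6* the difference was 4.63 on the log2 scale in its AC response (standard error 1.03, adjusted p = 0.00148 from the same test) and 0.29 in its CpG response (standard error 0.94, adjusted p = 0.907). From the heat map and the PCA plot, the paper describes the strains as appearing to differ less in their response to CpG, by a smaller number of genes.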

### Inflammatory response of SjS^S^ BMDMs to AC is abrogated by TLR inhibition

Next, it was imperative to recognize how ACs were driving the inflammatory response seen in SjS^S^ BMDMs. 

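The receptors of nucleic acids that the following experiments inhibit were both expressed in control BMDMs. In SjS S BMDMs *Tlr7* (chromosome X, 167304929 to 167330558) rose after ACs from 174 ± 23.8 to 312 ± 21.2 CPM, a log2 fold change of 0.84 (standard error 0.11, adjusted p = 1.20e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the threshold of 1.3. *Tlr9* (chromosome 9, 106222598 to 106226883) rose from 36.5 ± 1.54 to 99.6 ± 12.0 CPM, a log2 fold change of 1.45 (standard error 0.12, adjusted p = 3.87e-09 from the same test). In B6 BMDMs *Tlr7* fell by 0.40 on the log2 scale (standard error 0.11, adjusted p = 0.00524 from the same test) and *Tlr9* did not change significantly (-0.10, standard error 0.12, adjusted p = 0.544). Of the genes that the paper lists for PRR signaling, 24 were significantly higher and 1 lower in AC treated B6 BMDMs. *Tlr9* is in that list and *Tlr7* is not.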

Interestingly, the Metascape pathway analysis had revealed that AC treatment activated PRR signaling pathways in SjS^S^ BMDMs (Fig. 2B). This observation was consistent with findings from previous studies indicating that, under conditions of impaired efferocytosis, self-antigens can leak out from apoptotic bodies and promote inflammatory signaling by activating TLR7 and TLR9^21^. Intriguingly, TLR7 was already a molecule of interest in SjS, as TLR7 is known to be upregulated in the submandibular gland of the SjS^S^ mouse before the onset of disease^22^. Additionally, TLR7 expression was reported to be increased in SjS patient peripheral blood mononuclear cells (PBMCs), and monocyte-derived dendritic cells from SjS patients exhibited elevated responsiveness to TLR7 activation^23,24^. Less is known about TLR9 in SjS, and it is unclear if it plays a protective or pathogenic function^25^. Therefore, the following experiment was conducted in order to address the role of TLR7 and TLR9 in facilitating the inflammatory response to ACs in SjS^S^ BMDMs.

Here B6 and SjS^S^ BMDMs were stimulated with TLR7 and TLR9 agonists (TLRa), ACs, or ACs with TLR inhibitors (TLRi) for TLR7 and TLR9. The objective was to determine if TLR inhibition could abrogate the SjS^S^ BMDM inflammatory response to ACs. TLR7 activation (TLR7a) was accomplished with 30ug/mL imiquimod, and TLR9a utilized 1 µM CpG. Both treatments proceeded for six hours. TLR7i incorporated 5 µM ODN 20958 and TLR9i involved 1 µM ODN 4084-F. TLRi treatments were initiated in BMDMs two hours before the addition of ACs and TLRi treatments were maintained during the two-hour incubation of ACs with BMDMs. Additionally, thymocyte apoptosis was accomplished by heat shock instead of dexamethasone treatment in order to establish an environment with more necrotic cell death and self-antigen leakage. RT qPCR was used to determine the expression of relevant inflammatory genes *Ifnb, Ifng, Il6, Il1b, Il12b, Il10, and Mer*.

*Ifnb* was induced by TLR7a at comparable levels in SjS^S^ and B6 BMDMs, whereas TLR9a activated only low levels of *Ifnb* expression (Fig. 4A). Consistent with the elevated IFN signaling pathways seen in the RNA-seq data, AC stimulation increased *Ifnb* expression in SjS^S^ BMDMs, and both TLR7i and TLR9i were capable of decreasing AC induced *Ifnb* expression (Fig. 4A). TLR9a induced *Ifng*, but only in SjS^S^ BMDMs (Fig. 4B). ACs did not increase *Ifng* in B6 BMDMs. This was in contrast to SjS^S^ BMDMs, where *Ifng* was highly elevated, though this increase was diminished by TLR7i (Fig. 4B). Both TLR9a and ACs increased *Il6* expression in SjS^S^ BMDMs, and both TLR7i and TLR9i reduced AC induced *Il6* expression in SjS^S^ BMDMs (Fig. 4C). Both *Il12b* and *Il1b* were more highly induced by AC treatment in SjS^S^ BMDMs than B6 BMDMs. However, this was only significant for *Il12b* (Fig. 4D,E). The modest induction of *Il1b* by ACs was not unexpected, as *Il1b* was only slightly upregulated in RNA-Seq and Bio-Plex data (Fig. 3A,D). Inhibition of both TLR7 and TLR9 was able to impair AC-induced *1l12b* expression in SjS^S^ BMDMs (Fig. 4D). Unexpectedly, *Il10* expression was higher in B6 BMDMs in all treatment conditions (Fig. 4F). Previously, *Il10* was slightly, but not significantly, elevated in B6 BMDMs over SjS^S^ BMDMs by CpG in our Bio-Plex data and more highly expressed in AC treated SjS^S^ BMDMs over B6 (Fig. 3A,E). This discrepancy in *Il10* induction between experiments is likely related to the heat-killed AC model used in this experiment. This finding suggests that SjS^S^ BMDMs upregulated *Il10* in response to apoptotic cells, but this effect is lost under conditions with more necrosis. No changes in expression of *Mer* were detected between strains regardless of treatment, consistent with our previous publication (Fig. 4G)^14^. Cell culture supernatant was collected from samples during the three-hour incubation following treatment and was evaluated for cytokine levels. While this short collection period was insufficient to fully capture the effects observable in the RT-qPCR data, the observation of enhanced sensitivity of SjS^S^ BMDMs to TLR7 and TLR9 ligands was reinforced by increased IL-6, IL-12p70, IL-1β levels (Fig. 5A–D). Taken together, these data reveal two separate and interrelated findings. Firstly, TLR engagement enhances the expression of multiple inflammatory cytokines (*Ifnb, Ifng, Il6, Il1b*) in SjS^S^ BMDMs over B6 BMDMs. Secondly, increased cytokine gene expression induced in SjS^S^ BMDMs by AC stimulation can be abrogated through inhibition of TLR7 or TLR9 signaling (*Ifnb, Ifng, Il6, Il12b*).

**Figure 4:**
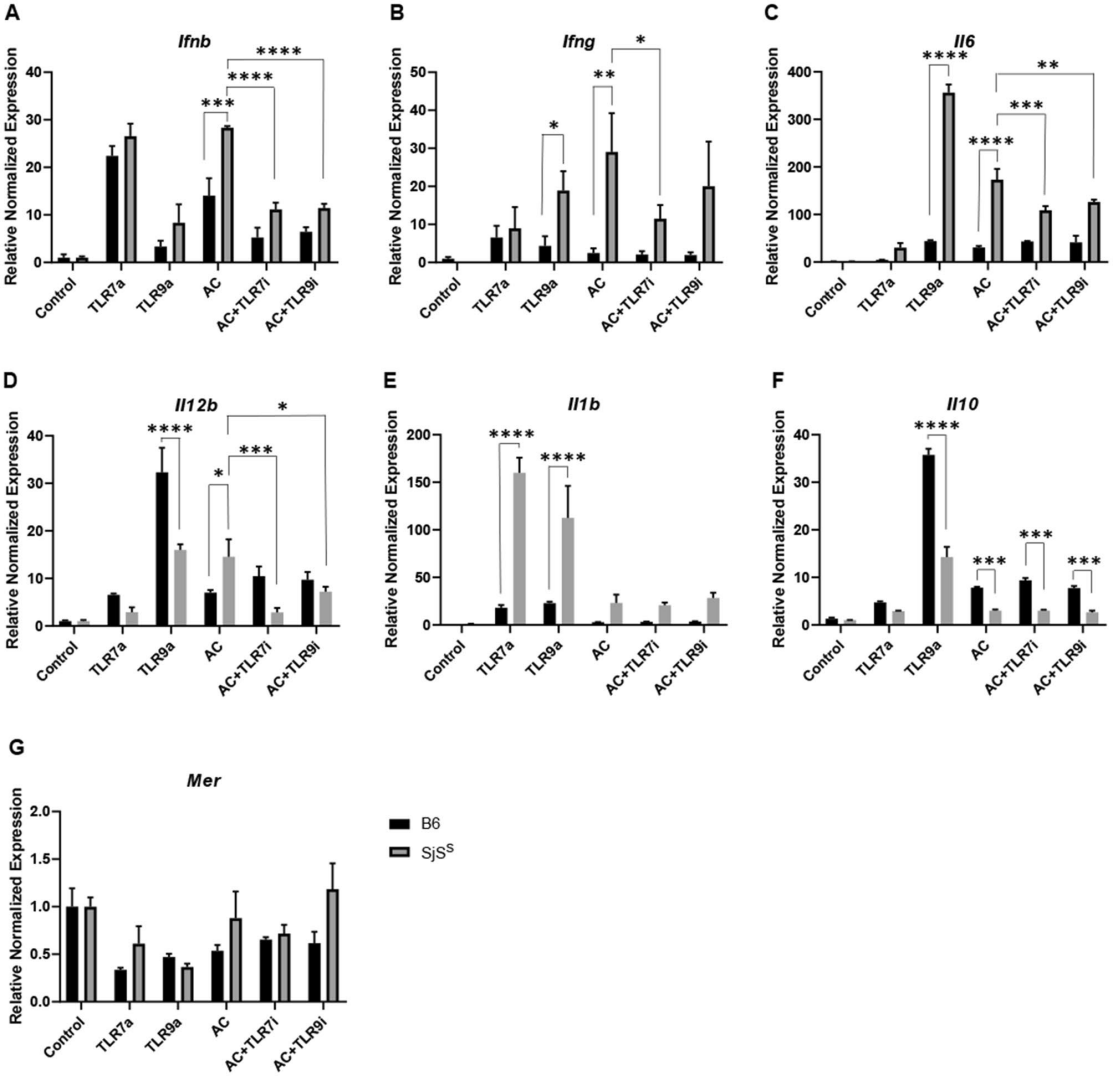
The inflammatory response of SjS^S^ BMDMs is mediated by TLR7 and TLR9. (**A,G**) BMDMs from B6 (n = 3 mice) and SjS^S^ (n = 3 mice) mice were treated with TLR7a (imiquimod) and TLR9a (CpG) to stimulate inflammation, AC, or AC plus TLR7i (ODN 20958), or AC plus TLR9i (ODN 4084-F) to inhibit TLR7 and 9 driven inflammation. All conditions were performed in triplicate. Upon conclusion of treatment, cells were washed, incubated for an additional three hours, and RNA was collected for RT qPCR. The statistical significance was calculated by one-way ANOVA where error bars indicate SEM *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

**Figure 5:**
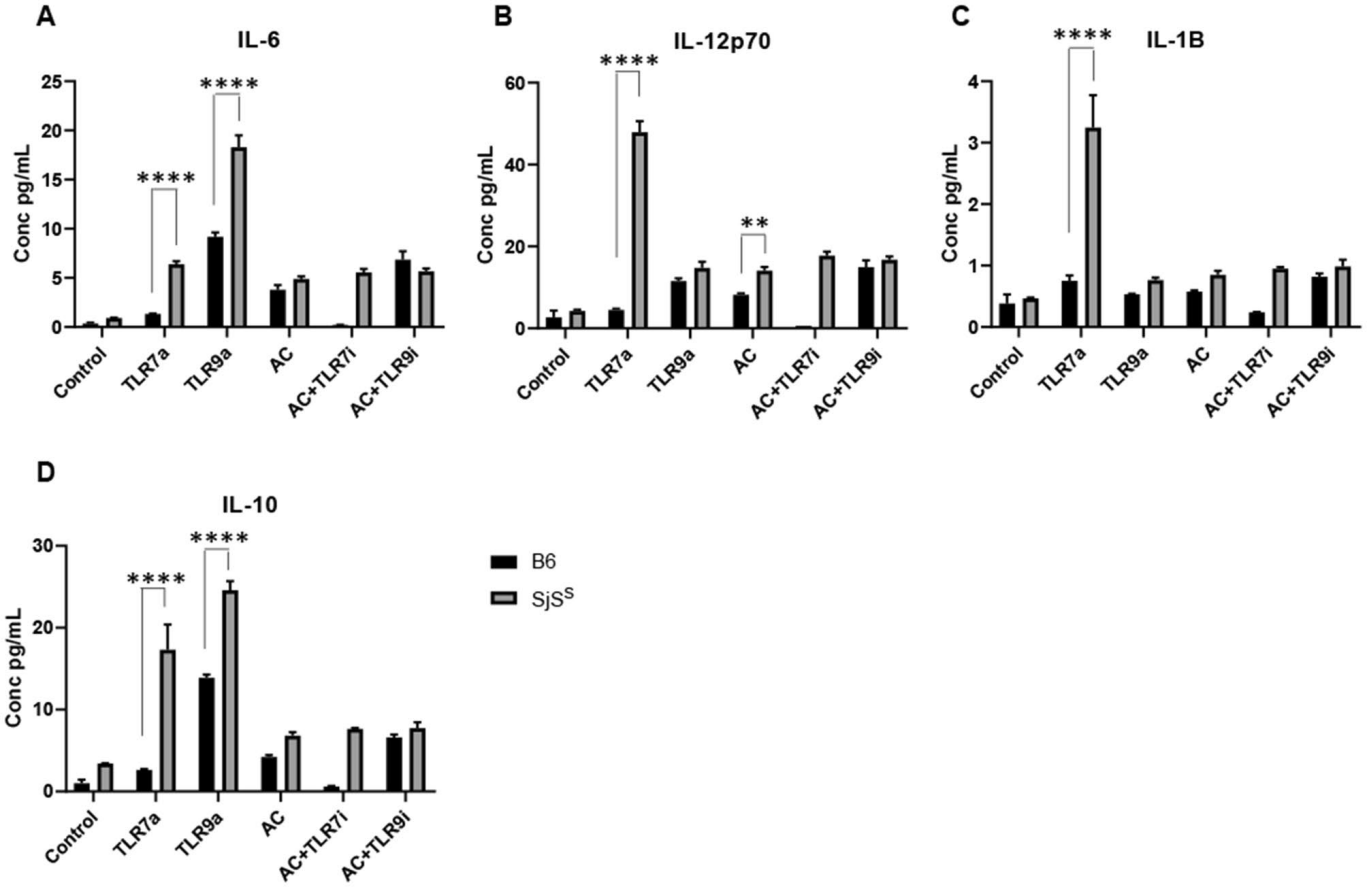
SjS^S^ BMDMs produce increased inflammatory cytokines in response to TLR stimuli. In Fig. 4 BMDMs from B6 (n = 3 mice) and SjS^S^ (n = 3 mice) mice were treated with TLR7a (imiquimod) and TLR9a (CpG) to stimulate inflammation, AC, or AC plus TLR7i (ODN 20958), or AC plus TLR9i (ODN 4084-F) to inhibit TLR7 and 9 driven inflammation. Cell culture supernatant was collected after a three hour incubation following conclusion of treatment and wash. (**A–D)** Cell culture supernatant was evaluated for cytokines with a Bio-Plex assay as performed in Fig. 3. The statistical significance was calculated by two-tailed unpaired *t*-tests where error bars indicate SEM **p < 0.01, and ****p < 0.0001.

## Discussion

A recent study has described an increase in Mer inactivation contributing to impaired Mer signaling outcomes in SjS^S^ mice. The aim of this follow-up study was to determine if diminished Mer signaling altered macrophage response to apoptotic cells. Efferocytosis is considered to be an anti-inflammatory process. This is partially due to anti-inflammatory signaling mediated by Mer and partly due to the removal of dead cells, which can act as a source of inflammatory self-antigens. Consequently, we expected that apoptotic cells might fail to elicit anti-inflammatory signaling within the phenotype of increased Mer inactivation exhibited by SjS^S^ mice. Additionally, delayed disposal of dead cells was expected to permit the transition from apoptosis to secondary necrosis, allowing for TLR stimulation by the DAMPs, thus driving an inflammatory response.

To test this hypothesis, B6 and SjS^S^ BMDMs were incubated with ACs and ensuing transcriptional changes were evaluated via RNA-seq. SjS^S^ and B6 BMDMs exhibited a vastly divergent transcriptional response to ACs, with SjS^S^ BMDMs demonstrating more gene activation in general than B6 BMDMs and clustering separately by PCA analysis. Additionally, gene expression induced by ACs in SjS^S^ BMDMs was characterized by inflammatory pathways, and the majority of the top 20 most highly upregulated genes in this condition were related to inflammatory signaling, with an overrepresentation of genes related to IFN signaling. Acute phase cytokines, co-stimulatory molecules, and myeloid activation genes were all detected among the specific genes upregulated by AC treatment in SjS^S^ BMDMs.

The protein production of inflammatory cytokines was confirmed by measurement of IL-6, IL-12b, IL-1β, and IL-10 secreted into SjS^S^ BMDM supernatant at elevated levels following AC stimulation. Lastly, the effect of TLR inhibition on AC-induced inflammatory signaling was assessed in SjS^S^ BMDMs. Upon TLR stimulation, SjS^S^ BMDMs demonstrated increased expression of multiple inflammatory cytokines at levels in excess of what was observed in B6 BMDMs, suggesting an increased sensitivity to TLR stimulation according to Bio-Plex assay and RT qPCR data. Importantly, TLR7i and TLR9i were capable of diminishing AC-induced elevation in inflammatory genes in SjS^S^ BMDMs. This indicates that the inflammatory response to ACs in SjS^S^ BMDMs is mediated by the stimulation of TLR7 and TLR9 by AC-derived material.

Our findings are interesting in the context of recent studies describing increased TLR7 and TLR9 expression in primary SjS (pSjS) patient PBMCs and parotid glands and increased detection of IL-1β and TNF secreting cells in the pSjS peripheral blood; as our data indicate ACs can drive both TLR activation and cytokine expression in our SjS model^26,27^. A separate study from earlier this year also demonstrated that TLR7 expression is enhanced in SjS patient salivary gland tissue and was positively correlated with expression levels of *TNF*, *CXCL13*, *CXCR5* and *LT-α*^28^. Furthermore, this group indicated that TLR8KO mice develop SjS pathology that is driven by increased TLR7 signaling. TLR7/8KO abrogated this pathology which encompassed ectopic germinal centers, characteristic Ro and La autoantibodies, salivary gland infiltration, and inflammatory cytokine expression^28^. Interestingly, a 2018 study observed increased TLR7 expression on ductal cells and pDCs from labial salivary glands of SjS patients and speculated on the role of endogenous ssRNA as a driver of TLR7 activation and type I IFN signaling^29^. Monocytes from IFN positive SjS patients were found to have higher expression of TLR7, downstream signaling molecules MyD88, RSAD2 and IRF7, and cytoplasmic RNA sensing molecules RIG-I and MDA5 compared to controls^30^.

Interestingly, these findings are consistent with a previous study that assessed circulating plasmacytoid dendritic cells (pDCs) from SjS patients and non-SjS controls. The study observed that not only do pDCs from SjS patients exhibit a transcriptional signature indicative of endosomal TLR engagement, SjS pDCs produced more type IFNα and IFNβ when stimulated with TLR7 ligand loxoribine than pDCs from non-SjS controls^31^. Taken together, these results suggest that this phenotype of excessive inflammatory signaling among myeloid cells may be more pronounced in SjS than previously appreciated and appears to be shared among both macrophages and pDCs. It is also interesting to consider how the results of Kiripolsky et al. regarding the lack of SjS disease induction in NOD.B10^Myd88−/−^ mice fit into our model^32^. We found that TLR7 and 9 drove the inflammatory response of SjS^S^ BMDMs to ACs, indicating a specific role for MyD88 signaling downstream of AC recognition. Previous analysis of the NOD/Ltj mouse reported that PBMC TLR9 expression and p38 MAPK activation was increased from five to ten weeks old compared to controls, implying that TLR9 activation is an early event in SjS pathogenesis^33^. While our own results here cannot definitively establish temporality, we observed that AC-derived material stimulated TLR9 and upregulated inflammatory cytokines and genes for co-stimulatory molecules in SjS^S^ BMDMs, potentially initiating an environment supportive of lymphocyte activation and autoimmunity.

Increased detection of apoptotic cells and enhanced expression of pro-apoptotic genes have been reported in the salivary glands of both human patients and preclinical models^34–37^. While it has been posited that apoptotic cell material may be a driver of inflammation similar to SLE, the topic has been rarely studied in SjS^38^. An interesting 2017 study evaluated the response of the human pDC line GEN2.2 to apoptotic particles released from human salivary gland (HSG) cells. These particles were determined to contain SjS auto-antigens Ro, La, and α-fodrin, as well as single-stranded RNA. This group found that apoptotic particles from HSG cells activated TLR7 and TLR9, resulting in inflammatory cytokine release by pDCs^39^. A study by Wu et al. found that autoantigens including, topoisomerase I, poly (ADP-ribose) polymerase, U1-70 kd, and SSB/La were cleaved into fragments during apoptosis. Wu et al. observed that in addition to the leakage of intracellular antigens that occurs during secondary necrosis, autoantigens undergo additional post-translational modification during secondary necrosis, potentially enhancing their immunogenicity^40^.

Our study did not seek to identify the specific ligands released by the uncleared apoptotic cells that stimulated inflammatory signaling. Many necrosis related DAMPs have already been reported including “find me signals”, such as ATP, “eat me signals”, such as calcreticulin, and inflammatory molecules such as, heat shock proteins, high mobility box group protein 1 (HMGB1), uric acid, nucleic acids, ribonucleoproteins, and f-actin^41^. Many of these molecules have the capacity for stimulation of TLRs and other PRRs. Self-DNA and self-RNA are particularly interesting to consider, as they activate TLR9 and TLR7 respectively, and inhibition of these receptors was capable of abrogating apoptotic cell initiated inflammatory response. In a separate study, mice lacking expression of transcriptional regulator IκB-ζ experienced accelerated epithelial cell apoptosis and SjS symptoms, including serum antinuclear antibodies, lacrimal gland (LG) infiltration, and LG dysfunction^42^. This study by Okuma et al*.* implied that the phenotype of apoptotic cell accumulation in SjS could serve as a driver of autoimmunity and was not merely a consequence of the autoimmune attack. Our results further support this concept and provide a mechanism demonstrating how apoptotic cells are potent initiators of inflammatory signaling in SjS^S^ BMDMs.

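Of the TAM receptors, *Axl* went from 188 ± 4.86 to 357 ± 32.0 CPM (SD, n = 3) after ACs in SjS S BMDMs, an increase larger than the spread of either group. *Mertk* (chromosome 2, 128698956 to 128802894), which encodes Mer, went from 264 ± 8.53 to 182 ± 8.76 CPM, a log2 fold change of -0.54 (standard error 0.08, adjusted p = 5.31e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tyro3* (chromosome 2, 119797733 to 119818104) was hardly expressed, with 101 counts over the control samples and 100 over the AC samples, and did not change significantly (log2 fold change 0.09, standard error 0.40, adjusted p = 0.865 from the same test). The fall of *Mertk* was not specific to SjS S. In B6 BMDMs its log2 fold change after ACs was -0.65 (standard error 0.08, adjusted p = 1.82e-06 from the same test). The AC response of *Mertk* did not differ significantly between the strains (interaction 0.11, standard error 0.11, adjusted p = 0.488 from the same test). After CpG *Mertk* was lower as well, with log2 fold changes of -0.996 in B6 and -1.33 in SjS S BMDMs.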

Of the TAM receptors, Axl, but not Mer, or Tyro3 was found to be among the inflammation-induced genes in SjS^S^ BMDMs. This observation was not entirely surprising, as the role of Axl in moderating inflammation is well understood^43^. It is possible that anti-inflammatory signaling through Axl upregulated *Socs1, Socs3, Il10*, and to a lesser extent, *Tgfb* to dampen inflammation in AC treated SjS^S^ BMDMs. However, the data from RNA-Seq, Bio-Plex, and RT-qPCR indicating elevated expression of numerous inflammatory genes suggests that the induction of anti-inflammatory genes was inadequate to dampen the robust inflammatory response, at least by this time point. Curiously, enhanced SOCS3 expression has already been observed in SjS patient PBMCs and salivary gland tissue. The authors found that not only was SOCS3 expression enhanced, but it also failed to negatively regulate IL-6 induced pSTAT3, leading them to conclude that SOCS3 has reduced functioning in SjS^44^. Axl upregulation was not observed in B6 BMDMs, likely due to the absence of AC-induced inflammation in this condition. 

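In B6 BMDMs *Axl* (chromosome 7, 25757273 to 25788705) went from 261 ± 44.5 to 152 ± 16.1 CPM (SD, n = 3) after ACs, a log2 fold change of -0.78 (standard error 0.11, adjusted p = 2.20e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also lower after CpG in both strains, with log2 fold changes of -0.40 in B6 (adjusted p = 0.00519 from the same test, and 0.0542 without replicate 1 of control B6) and -0.73 in SjS S BMDMs (adjusted p = 2.25e-05). The paper proposes that the lack of upregulation in B6 BMDMs is due to the absence of AC-induced inflammation.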

Our results also provide context for previous findings indicating that injection of a generalized inflammatory stimulus (Freund’s incomplete adjuvant) was sufficient to accelerate the onset of SjS symptoms in (NZB X NFZ)F1 mice^45^. We report that SjS^S^ BMDMs have an exaggerated inflammatory response coupled with insufficient negative regulation of inflammation, suggesting an increased susceptibility to inflammatory stimuli.

Taken together, these data demonstrate that SjS^S^ BMDMs exhibit an inflammatory response to ACs that is entirely different than what is seen in B6 BMDMs and is inconsistent with the anti-inflammatory nature of the efferocytic process. The presence of this phenotype in conjunction with the delayed efferocytosis already reported and the observation of the critical role of TLR engagement in this inflammatory response lends new support to the hypothesis that uncleared apoptotic cells maybe contributing to inflammation in SjS. Altogether, this data suggests that the delayed efferocytosis in AC treated SjS^S^ BMDMs resulted in the release of self-antigens, stimulation of TLRs, followed by upregulation of inflammatory genes.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during the current study are available in the GEO repository, accession number GSE188734.

# Supplementary material for: Bone marrow-derived macrophages from a murine model of Sjögren's syndrome demonstrate an aberrant, inflammatory response to apoptotic cells
**Source:** Sci Rep. 2022 May 21;12:8593. doi: 10.1038/s41598-022-12608-4
**Supplement:** Supplementary file 1 — Supplementary Information.

## *Supplementary Material*

### 1 Supplementary Tables

**Supplementary Table 1.** Upregulated genes in AC treated SJS<sup>S</sup> BMDMs within pathways identified in Figure 2B

| Pathway                                    | Input gene number/database gene numbers | Input genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------------------------|-----------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cellular response to IFN $\beta$           | 36/47                                   | Gbp2b, Gbp2, Irgm1, Ifi203, Ifi204, Ifi47, Ifit1, Ifit3, Ifnb1, Igtp, Irf1, Acod1, Stat1, Tgtp1, Trex1, Irgm2, Gbp3, Iigp1, Pnpt1, Gbp6, Gm4841, Ifi207, Ifi205, Ifi209, Gm4951, F830016B08Rik, Ifi211, Aim2, Gm5431, Gm12185, Ifi213, 9930111J21Rik1, Ifi208, Tgtp2, Mndal, Ifi206, Ifitm6                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Response to IFN $\gamma$                   | 52/137                                  | Ciita, Socs1, Gbp2b, Gbp2, Gch1, H2-Aa, H2-Ab1, H2-Eb1, Irgm1, Cd74, Il12b, Il12rb1, Irf1, Acod1, Jak2, Gbp4, Mrc1, Nos2, Ccl12, Ccl2, Ccl22, Ccl3, Ccl4, Ccl5, Ccl7, Ccl8, Cx3cl1, Trim21, Stat1, Stxbp1, Tgtp1, Cd40, Zyx, Tlr2, Irgm2, Gbp3, Ccl24, Nmi, Kynu, Stx11, Gbp8, Parp9, Gbp6, Cdc42ep2, Il23r, Ifitm6, Gbp5, Gbp7, Gbp9, Nlrc5, Parp14, Gbp11                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Positive regulation of cytokine production | 78/452                                  | C3, Casp4, Cd83, Camp, Cybb, F2r, F3, Flt4, Fzd5, Hpse, Ifi204, Cd74, Il10, Il12b, Il12rb1, Il15, Il18, Il1a, Il1b, Il6, Irf1, Jak2, Ltb, Mapkapk2, Mmp12, Myd88, Nr4a3, Eif2ak2, Ptgs2, Rasgrp1, Rel, Ccl2, Ccl3, Ccl4, Ccl5, Cx3cl1, Stat1, Tnf, Cd40, Tnfsf9, Tnfsf4, Clec5a, Tlr2, Klrk1, Icosl, Clec4e, Clec4n, Rsad2, Cd274, Rgcc, Peli1, Ifih1, Rnf135, Il33, Ulbp1, Zc3hav1, Dhx58, Tlr9, Nod1, Tlr3, Ripk2, Il23r, Il20rb, Cgas, Arid5a, Nlrp3, Ifi205, Gbp5, Ddx58, Malt1, Tarm1, Il27, Nod2, Tnfsf15, Scimp, Ifi211, Aim2, Mndal, Socs1, Dll1, Fcgr2b, Ifnb1, Acod1, Lag3, Gbp4, Nfkb1, Nos2, Pml, Srgn, Trim30a, Tnfai3, Trex1, Axl, Macir, Nmi, Isg15, Cd86, Cfh, Ednrb, Gbp2, Gch1, Cxcl1, Cxcl10, Mrcl, Nfkb1a, S100a9, Ccl12, Cxcl2, Slpi, Cmpk2, Irgm2, Cxcl11, Gbp6, Casp12, Fas, Gbp2b, Stat2, Tank, Gbp3, Nampt, Gbp7, Nox1, Daxx, Lpar1, Ldlr, Pim1, Dgat2, Insig1, Zfp366                                                                                                                                                                                                                                                        |
| Cytokine mediated signaling pathway        | 61/373                                  | Casp4, Cd4, Socs1, Edn1, F3, Cxcl1, Irgm1, Cxcl10, Ifnb1, Cd74, Il12b, Il12rb1, Il13ra1, Il15, Il15ra, Il18, Il18rap, Il1a, Il1b, Il6, Irf1, Jak2, Lepr, Mmp12, Myd88, Nfkb1a, Robo1, Ccl12, Ccl2, Ccl22, Ccl3, Ccl4, Ccl5, Ccl7, Ccl8, Cxcl2, Cx3cl1, Stat1, Stat2, Tnf, Traf1, Trex1, Ugcg, Klfb6, Axl, Irgm2, Cxcl11, Ccl24, Zbp1, Iigp1, Nmi, Rps6ka5, Il33, Parp9, Ripk2, Il23r, Ifitm6, Il20rb, Aim2, Nlrc5, Parp14, Fas, Flt4, Il10, Il2ra, Kdr, Ltb, Kitl, Cd40, Tnfsf8, Tnfsf9, Tnfsf10, Tnfsf4, Xcr1, Ccl2, Il21r, Tnfsf15, C3, Cflar, EphA4, F2r, Fcgr2b, Fgf1, Fpr2, Fzd5, Gcnt2, Lpar1, Htr2a, Icam1, Ighm, Mid1, Gadd45b, Eif2ak2, Rasgrp1, Trf, Gadd45g, Spry2, Tlr2, C1qtnf1, Cysltr2, Mlkl, Rapgef2, Tlr9, Nod1, Tlr3, Gpr55, Nox1, Tnfai3, Nod2, Scimp, Glipr2, Cxadr, S100a9, Sell, Cd177, Rhoh, Slamf8, Jaml, Acod1, Nfkb1, Saa3, Tank, Dusp2, Dusp16, Wnk2, Aida, Spred1, Mapkapk2, Nrg1, Ch25h, Ednrb, Itga4, Mmp14, Ptpro, Vcam1, 2610528A11Rik, P2ry12, Lrch1, Gch1, Dpysl2, Efna2, Fpr1, Kif5c, Lhx2, Nr4a3, B3gnt2, Flrt2, Gnb4, Adcy4, Alox12, Col18a1, Foxf1, Itgax, Ptgs2, Sod2, Tnfai6, Cd274, Rin2, Rgs16, Asap3, Cdk15 |

**Supplementary Table 2.** Continuation of upregulated genes in AC treated SJS<sup>S</sup> BMDMs within pathways identified in Figure 2B

| Pathway                                | Input gene number/database gene numbers | Input genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|----------------------------------------|-----------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Positive regulation of immune response | 78/662                                  | Bcl2a1d,C3,C4b,Cacnb3,Cd247,Cd4,Cfh,Fcgr1,Fcgr2b,Fpr2,Fpr1,Fzd5,H2-Ab1,Cfb,H2-M2,H2-T10,H2-T22,Irgm1,Ifi203,Ifi204,Ighm,Cd74,Il10,Il12b,Il12rb1,Il15,Il18,Il18rap,Il1b,Il6,Irf1,Acod1,Lag3,Lcp2,Mmp12,Nr4a3,Pnp,Rasgrp1,Stxbp1,Tnf,Cd40,Trex1,Tnfsf4,Usp12,Tlr2,Klrk1,Icosl,Irgm2,Rsad2,Zbp1,Cd274,Nmi,Rgcc,Cd177,Ifi35,Tas1,Il33,Ulbp1,Parp9,Nfkbiz,Tlr9,Ripk2,Il23r,Cgas,Arid5a,Nlrp3,Ifi205,Gbp5,Themis2,Ifi209,Malt1,Fyb2,Nod2,Ifi211,Aim2,Nlr5,Ifi208,Mndal,Clec4e,Il20rb |
| TNF signaling pathway                  | 32/107                                  | Casp3,Casp7,Cflar,Socs3,Edn1,Fas,Cxcl1,Icam1,Cxcl10,Ifi47,Il15,Il1b,Il6,Mmp14,Nfkb1,Nfkbia,Ptgs2,Ccl12,Ccl2,Ccl5,Cxcl2,Cx3cl1,Tnf,Tnfaip3,Traf1,Vcam1,Map3k8,Rps6ka5,Mkl1,Creb5,Nod2,Gm5431,Bcl2a1a,Bcl2a1d,Ltb,Gadd45b,Myd88,Ccl4,Cd40,Trim25,Ddx58,Malt1,Lcn2,Mmp13,S100a9,Ccl7                                                                                                                                                                                              |
| Pattern recognition receptor signaling | 34/157                                  | Cd86,Irf1,Acod1,Mapkapk2,Myd88,Nfkbia,Trim30a,Tnf,Tnfaip3,Cd40,Tlr2,Irgm2,Clec4e,Rsad2,Nmi,Peli1,Ifi35,Tas1,Ifih1,Rnf135,Zc3hav1,Dhx58,Tlr9,Smpd13b,Nod1,Tlr3,Ripk2,Lacc1,Tifa,Ddx58,Ddx60,Tlr11,Nod2,Scimp                                                                                                                                                                                                                                                                    |
| Myeloid leukocyte activation           | 37/241                                  | Slc7a2,Cst7,Ctsc,Dnase1l3,Fcgr2b,Fpr2,Foxf1,Ifnb1,Il10,Il15,Il18,Il18rap,Jak2,Lcp2,Ldlr,Myd88,Nr4a3,Rasgrp1,Ccl5,Cx3cl1,Stxbp1,Tnf,Tnfsf9,Trex1,Tlr2,Klark1,Nampt,Nmi,Cd177,Ifi35,Batf2,Stx11,Rhoh,Il33,Ulbp1,Tlr9,Tlr3,Ptgs2,Nupr1,Cd200r4                                                                                                                                                                                                                                    |

## 2 Supplementary Figures

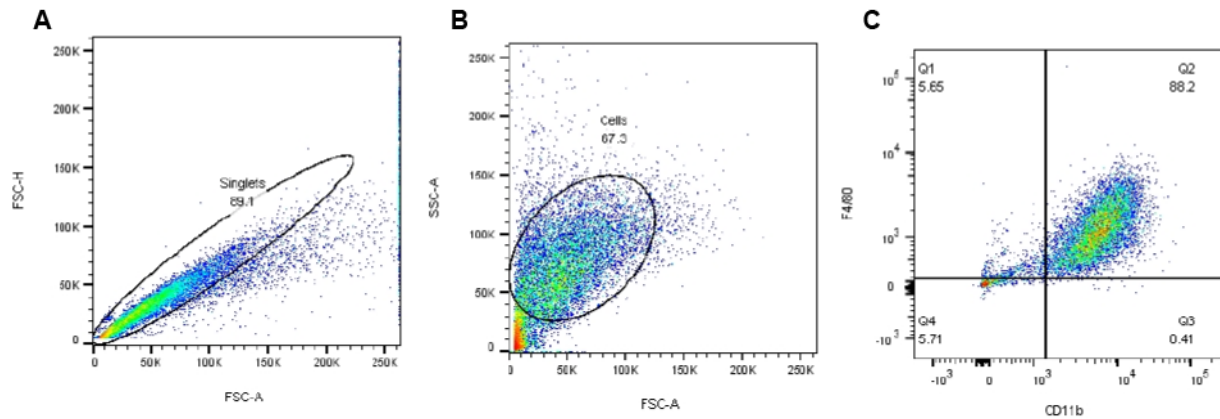

**Supplementary Figure 1. Example of BMDM purity after seven days differentiation.** Bone marrow cells were collected from femur and tibia from mice ranging from 7-12 weeks. Cells were differentiated into macrophages by seven days of incubation with media supplemented with 20% L929 supernatant. BMDM purity was assessed by flow cytometry at day 7. **A)** BMDMs were gated for singlets, **B)** FSC and SSC, **C)** approximately 90% of cells were double positive for macrophage markers CD11b and F4/80 by seven days.

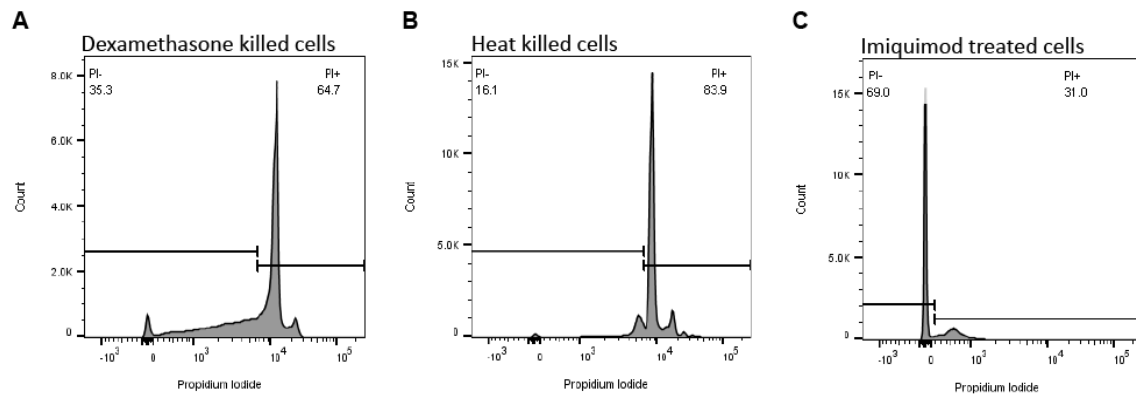

**Supplementary Figure 2. Evaluation of cell death.** **A)** Thymocytes were evaluated for propidium iodide positivity via flow cytometry following 6 hour treatment with 2 $\mu$ M dexamethasone. **B)** Similar analysis was performed on thymocytes killed by incubation for 20 minutes at 60°C. **C)** BMDMs were also evaluated for propidium iodide positivity following treatment with 30  $\mu$ g/mL of imiquimod.

How the deposited data were processed for this re-analysis (not part of the article)

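The data were RNA-seq gene counts of BMDMs from B6 and SjS S mice, 18 samples in 6 groups of 3: control, AC treated and CpG treated BMDMs of each strain. The authors aligned the reads to mm10 with STAR and quantified them with Partek's E/M tool, and the values they deposited were estimated counts for each gene, not normalized, in 1 table of 20615 genes. Of the values, 41.1% were not whole (tolerance 1e-06), and no gene had a total under 10 over the 18 samples. All gene rows had a name, and no count lay outside them. The estimated counts as deposited were rounded to whole numbers before any test. Of the gene names, 23 had been turned into dates, as spreadsheets do, and 18 of them were resolved by position against GENCODE M21. Of the 19887 genes with a symbol in that annotation, 17598 (88.5%) had the same chromosome and start as the deposited table, and coordinates printed here are those of the deposited table. Samples were assigned to groups from their labels and the paper's methods.

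Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr, which left 15789. Libraries were scaled by TMM, and 1 model with a mean for each of the 6 groups was fitted to all 18 samples by edgeR's quasi-likelihood method, so that all groups shared an estimate of the spread. There were 9 comparisons: the responses to AC and CpG in each strain, the difference between strains without treatment, with ACs and with CpG, and the interactions of strain with AC and with CpG. P values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05 and a log2 fold change over 1.3 in size, as in the paper's methods. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values use the TMM scaled library totals and are given as mean ± SD of 3 samples. For a gene with 0 counts in a group, the fold is a lower bound against a floor of 3 counts over the group, and ratios of few counts have exact conditional binomial 95% intervals. Intervals and floors cover counting error only.

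PCA used log2 CPM with a prior count of 2 for the 500 most variable genes. Strain distances were Euclidean distances between group means over all tested genes. The 8 gene lists of the paper's supplementary tables were tested with limma's camera (preset correlation of 0.01), and 3 lists were added: 30 T-lineage genes, of which 27 were in the table and 12 passed the filter, 12 genes induced by glucocorticoids and 8 targets of LXR. The rule for genes named in the text covers every gene the paper's text names for the RNA-seq, the 20 genes of Fig. 2A, the 13 of Fig. 3A, those of the RT-qPCR table, *Tlr7*, *Tlr9*, *Mertk*, *Axl*, *Tyro3* and the members of the 3 added lists. It adds for each comparison the 3 largest increases and the 3 largest decreases among called genes whose samples do not overlap between the groups. The test, the thresholds, this rule, the lists and the alternatives were chosen before the data were examined, apart from those named below as chosen later. The alternatives were DESeq2's Wald test, DESeq2's size factors within edgeR, no filter on low counts, a filter of 10 counts in 3 samples, a log2 fold change over 2, a fold change of 1.3, no fold threshold, fits of the compared groups only, the replicate number as a block, each sample left out in turn, other genes and scales for the PCA and the distances, and fry or an estimated correlation for the gene lists. Chosen later were libraries thinned to the smallest total, fold changes centred within bins of GC content and length, DESeq2 with a log2 fold change over 2, and the ranking of the genes of Fig. 2A by variance.

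The pipeline was tested on simulated counts drawn from the real means and totals, with 200 genes changed by a log2 fold change of 2. Each gene had the same mean in all groups, apart from the 200 changed, up or down in equal number, in AC treated SjS S BMDMs. The changed genes were drawn from genes above a floor on the mean count. The recovery of genes near 0 counts was thus not tested, nor a change of as many genes as in the real samples. For the AC response in SjS S edgeR recovered 198 (99%) with 4 false calls among 15388 simulated genes, and for the interaction of strain and AC 189 (94.5%) with 3. DESeq2 recovered 199 (99.5%) of the AC response in SjS S with 3 false calls among 15789 genes. With no gene changed, edgeR called 0 genes higher and 0 lower in the simulated AC response in B6. Bio-Plex, RT-qPCR, flow cytometry and imaging results were not analysed here, nor were the Metascape enrichments. *Ifng*, *Rag2*, *Ptcra* and *Arpp21* are in no row of the table used here and were not analysed.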

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

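The tests of NOD alleles read against the B6 reference, of a wrong strain label and of the T-lineage counts in B6 were chosen only after the result was seen, as were those on thinned libraries and on GC content and length, while the refit with DESeq2's size factors was planned and only its use as a test of the AC responses came after.

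The response to ACs differed between the strains, by a test of the interaction itself, for 752 genes that responded more in SjS S and 437 that responded less (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 difference over 1.3). With every library thinned to the smallest total, 710 genes were called higher, which argues against depth. Scaling by DESeq2's size factors gave 777 genes higher, and centring within bins of GC content and length gave 768. NOD alleles read against the B6 reference would act where the strains differ in sequence, yet 1027 of the 1189 genes lay outside chromosomes 1 and 3. A wrong strain label was tested on the 124 genes of chromosomes 1 and 3 that separate untreated BMDMs: every treated SjS S sample had at least 71.0% of them on the side of SjS S, and every treated B6 sample at most 14.5%. For thymocyte RNA left in the samples the T-lineage genes went both ways. Those under the count filter, pooled, argue against it, at 0.833 CPM in AC treated SjS S and 1.44 CPM in AC treated B6 BMDMs. The list of 12 that passed the filter, which BMDMs also express without ACs, was higher in the interaction with AC by fry, as given below. Thymocyte RNA is therefore not excluded. Of 45 splits of the control and AC samples into strains, 3 gave as many genes, the real one included, so chance cannot be excluded by this count. Both of the others (1729 and 1354 genes) exchange the strain of all AC samples and so carry the strain difference itself, and no split that mixes the AC samples of the strains gave more than 19. The source of the thymocytes stays open: the paper's text names thymi of both strains, states syngeneic thymocytes for the Bio-Plex experiment and does not state it for the RNA-seq samples, so that a difference between the ACs cannot be separated here from one between the macrophages, and it was not tested. A difference between the macrophages of the strains stays among the open explanations, as a hypothesis.

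The same test for CpG found 45 genes that responded more in SjS S and 52 that responded less. Of 45 splits of these samples, 9 gave as many genes, the real one included, so chance cannot be excluded by this count. Of the 8 others, 4 exchange the strain of all 3 CpG treated samples (226 to 1124 genes) and 4 that of 2 of them with the controls kept (107 to 287), so that they carry the strain difference in full or in part, and no split that exchanges 1 of them gave more than 26. DESeq2 found 39 genes higher and 62 lower. No biological explanation was tested.

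For the single comparisons of 3 samples against 3, the real grouping gave the most calls, 1 of 10 splits for the AC response in B6, 1 of 10 in SjS S, 1 of 10 for each CpG response and 1 of 10 for each of the 3 strain differences. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count, although no other split gave more than 3 calls.

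The AC responses of 477 genes were significant in both strains with opposite signs, 276 higher in SjS S and lower in B6 and 201 the other way round. Only 9 were past a log2 fold change of 1.3 in both (*Amica1*, *Arhgef37*, *Casp12*, *Fam46b*, *Gm19040*, *Gm42502*, *Gm7162*, *Kif5c* and *Scimp*, named after their values were seen). Among the genes fixed in advance, the difference in AC response was 1.70 for *Axl*, 1.24 for *Tlr7*, 1.55 for *Tlr9*, 4.19 for *Arid5a* and 3.00 for *Snn* on the log2 scale, with the change in B6 negative for these 5, though not significantly so for *Tlr9*. The signs were also opposite for *Trafd1* (difference 2.22) and *Cd4* (1.71), lower in B6 and higher in SjS S, and the other way round for *Tsc22d3* (-1.51). In edgeR's test the change of *Trafd1* in B6 did not pass without replicate 2 or 3 of AC treated B6 (adjusted p = 0.0513 and 0.0548), that of *Cd4* in SjS S without replicate 3 of AC treated SjS S (0.0745), and that of *Tsc22d3* in B6 without any 1 of the 6 samples compared (0.0545 to 0.142). What makes the signs differ was not tested, and these genes were not counted again under another scaling.

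Without treatment, 205 genes were higher and 113 lower in SjS S than in B6 BMDMs, a comparison the paper does not report. Of the tested genes on chromosomes 1 and 3, where the strain carries its NOD intervals, 124 of 1877 (6.61%) were called, against 194 of 13912 (1.39%) elsewhere (odds ratio 5.00, two-sided Fisher's exact test, p = 5.82e-36). Neighboring genes are not independent, so this p overstates the evidence. The share was highest between 80 and 90 Mb of chromosome 1 (26 of 80 genes, 32.5%), followed by 170 to 180 Mb of the same chromosome (22 of 123, 17.9%). *Ifi202b* had 1 count over the control samples of B6 and a mean of 109 CPM in those of SjS S. The pattern is consistent with NOD alleles in the congenic intervals. Whether they change expression or the alignment of reads to the B6 reference was not tested, and 194 genes lie on other chromosomes. Without replicate 2 of control B6 143 genes were higher in SjS S, and without replicate 1 232.

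*Mt2*, which the paper does not discuss, rose after ACs by 3.28 on the log2 scale in B6 (adjusted p = 1.30e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 3.38 in SjS S (adjusted p = 1.50e-11), with no significant difference between the strains (0.10, adjusted p = 0.797). After CpG it did not change significantly in this fit, but it was lower in B6 without replicate 1 of CpG treated B6 (-0.54, adjusted p = 0.00205) and higher in SjS S with the replicate number as a block (0.33, adjusted p = 0.0128). *Mt2* was fixed in advance as a gene induced by glucocorticoids, and dexamethasone carried over with the killed thymocytes could raise it. The list of 12 such genes had a median log2 fold change of -0.20 in SjS S and 0.11 in B6 BMDMs, and its members went both ways. It did not pass with camera, while fry found it lower in SjS S (adjusted p = 0.00887) and higher in B6 (adjusted p = 0.0275). *Fkbp5* did not change significantly in either strain. Carry-over and another cause cannot be told apart for *Mt2*, because the list went opposite ways in the strains and no sample received dexamethasone alone.

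T-lineage genes under the count filter, which the paper evaluated through *Cd3* and *Trac*, were at 1.44 CPM in AC treated B6 BMDMs, 3.63 times the control level (exact 95% interval 2.74 to 4.86), so chance counts alone are an unlikely source. A candidate source is RNA of the thymocytes given as ACs, since *Rag1* and *Dntt* had 24 and 18 counts in AC treated B6 BMDMs and 0 and 0 in control B6. In AC treated SjS S BMDMs, which also received thymocytes, they had only 3 and 1 counts, against 0 and 2 in control SjS S. The pooled level in AC treated B6 was 1.73 times that in AC treated SjS S BMDMs (exact 95% interval 1.36 to 2.20), with every B6 sample above every SjS S sample (exact two-sided permutation test, p = 0.1, the smallest possible). More thymocyte RNA left in B6 and a difference in the ACs given cannot be told apart, since the strain of the ACs is not known. CpG treated B6 BMDMs, which received no thymocytes, were at 0.818 CPM, above control B6 as well.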

How the results depend on the processing

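Tests chosen only after the result was seen are those on thinned libraries, on fold changes centred for GC content and length, and DESeq2 with a log2 fold change over 2, and the other alternatives were extended to all named genes in all comparisons only then.

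For the 109 named genes that passed the filter, no significant change in the 9 comparisons reversed its direction with DESeq2, DESeq2's size factors, no filter, the filter of 10 counts, fits of the compared groups only, the replicate block or a sample left out, and no list under an adjusted p of 0.05 did with fry, an estimated correlation or a sample left out. Results that did not pass did, among them the T-lineage list, which was higher after ACs in B6 with camera (0.977) and lower with fry (0.471) and changed the other way after CpG in SjS S, and the interaction of *Ifnb1* with AC, which went from 3.17 to -0.44 without replicate 3 of control B6. Whether more genes were higher or lower also turned with the fold threshold in several comparisons, the strain differences in control and with ACs and the interaction with CpG included, as given below. Numbers of called genes stayed within 1.5 times for all 9 comparisons with DESeq2, DESeq2's size factors, no filter, the filter of 10 counts, and fits of the compared groups only. After ACs, DESeq2 called 1167 genes higher and 937 lower in SjS S and 389 and 327 in B6. Thinning gave 1052 and 846 in SjS S and 346 and 297 in B6, with 710 higher and 386 lower in the interaction. Centring for GC content and length, known for 97.0% of the genes called in B6 and 96.3% of those called in SjS S, gave 1130 and 870 in SjS S and 378 and 318 in B6.

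The fold threshold moved the numbers most, by its construction. With a log2 fold change over 2, genes higher and lower were 168 and 75 (AC, B6), 673 and 349 (AC, SjS S), 486 and 436 (CpG, B6), 386 and 246 (CpG, SjS S), 92 and 51 (strains, control), 473 and 136 (strains, AC), 112 and 64 (strains, CpG), 351 and 169 (interaction, AC) and 15 and 13 (interaction, CpG). With a fold change of at least 1.3 they were, in the same order, 1676 and 1847, 3122 and 3575, 3099 and 3665, 2968 and 3114, 848 and 795, 2682 and 2584, 1118 and 714, 2327 and 2307, and 424 and 320. With no fold threshold they were 3157 and 2890, 4512 and 4642, 4439 and 4708, 4396 and 4164, 1428 and 1668, 3782 and 4025, 1607 and 1511, 3098 and 2889, and 510 and 413. DESeq2 with a log2 fold change over 2, chosen after seeing the data, gave 188 and 90 (AC, B6) and 728 and 421 (AC, SjS S). More genes were higher after ACs in SjS S than in B6 under every one of these settings. The odds ratio of chromosomes 1 and 3 in untreated BMDMs was 1.58 with no fold threshold and 8.23 with a log2 fold change over 2.

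The first component of the PCA held 39.0% over all tested genes and 61.9% after DESeq2's variance stabilizing transformation, and the second 24.2% and 24.7%. The ratio of the strain distances with ACs and with CpG was 1.60 with the 500 most variable genes and 1.60 with a prior count of 5. It lay between 1.37 and 1.54 with each sample left out. The cause was not tested.

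For the supplementary lists, a correlation estimated from the samples left several above an adjusted p of 0.05 with camera. After ACs in B6 these were IFNβ (0.125), IFNγ (0.125), cytokine mediated signaling (0.0922), positive regulation of immune response (0.0739) and myeloid activation (0.112). After CpG in B6 they were IFNβ (0.135), IFNγ (0.0922), PRR (0.0621) and myeloid activation (0.0544), and in SjS S IFNβ (0.238), IFNγ (0.103), positive regulation of immune response (0.0701), PRR (0.0715) and myeloid activation (0.0715). No list was lost in AC treated SjS S BMDMs or in the interaction with AC. With fry, which tests a list by itself and not against other genes, the glucocorticoid list was higher after ACs in B6 (0.0275) and lower in SjS S (0.00887), lower after CpG in B6 (7.46e-07) and SjS S (5.62e-05) and lower in the interaction with AC (0.00210). The LXR list was higher after ACs in B6 (0.00216) and SjS S (0.00887) and lower after CpG in B6 (5.62e-05) and SjS S (0.00138). The T-lineage list was higher after ACs in SjS S (8.17e-05), lower after CpG in B6 (0.0358) and higher in the interaction with AC (6.07e-04). The cause was not tested.

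With each sample left out, genes higher after ACs were 1085 to 1139 in SjS S and 346 to 392 in B6, and genes lower 859 to 966 and 300 to 350. The interaction with AC had 716 to 753 higher and 384 to 465 lower, and that with CpG 30 to 62 and 44 to 65. Strain differences ranged from 143 to 232 and 89 to 112 in control, from 922 to 987 and 369 to 447 with ACs and from 211 to 348 and 109 to 145 with CpG. CpG responses ranged from 914 to 958 and 1035 to 1200 in B6 and from 692 to 807 and 664 to 784 in SjS S. Over all named genes and comparisons, 294 results lost and 79 gained significance with a sample left out, against 6821 that did neither. In the AC responses and their interaction with strain, among the genes named from the paper and those with the largest AC responses, significance changed for *Gbp3*, *Trafd1*, *Gm11748* and *Ifnb1* in B6, *Hprt* in SjS S (adjusted p = 0.0605 without replicate 3 of control SjS S, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Il12b*, *Nos2*, *Ifnb1*, *Cecr6* and *Dkk2* in the interaction with AC. Among the same genes, in the difference between the strains with ACs, it changed for *Csf3* and *Dkk2*.

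Samples share replicate numbers. Deviations from the group means correlated within a strain between 0.0198 and 0.264 for the same number in B6 (median 0.109) and between 0.0272 and 0.142 in SjS S (median 0.0756), and samples with different numbers had medians of -0.0624 and -0.0460, none over 0.1. Every same-number pair was positive, and control and CpG treated B6 were over 0.1 for all 3 numbers (0.260, 0.264 and 0.137), but not every pair was over 0.1 in the other comparisons. No source states that a number marks a mouse, and whether it does stays open. With the replicate number as a block, 1125 genes were higher and 924 lower after ACs in SjS S, 392 and 331 in B6, and 769 and 444 in the interaction. For CpG they were 757 and 708 in SjS S, 933 and 1095 in B6, and 51 and 63 in the interaction, against 45 and 52 without the block. Over all named genes and comparisons 8 results lost and 23 gained significance under the block, the interaction of *Ifnb1* with AC among the latter (adjusted p = 0.0496, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 16 lost and 27 gained it, the interactions of *Ifnb1*, *Cxcl11* and *Cecr6* with AC among the latter. *Cxcl11* had 0 counts in the control samples of both strains, and edgeR gave its interaction no usable standard error (7636). With ACs it was higher in SjS S than in B6 by 5.31 on the log2 scale (adjusted p = 6.98e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same limit holds for the interaction of *Csf3* with AC.

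Alternatives written for normalized values, such as the pseudocount, did not apply, since the values were counts. Depth limits the genes near 0 counts in control BMDMs: the interactions of *Nos2*, *Il12b* and *Ifnb1* rest on 7, 7 and 5 counts over the 3 control samples of B6.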

Differences from the paper's values

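Tests chosen only after the result was seen are DESeq2 with a log2 fold change over 2, the thinned libraries and the ranking by variance.

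After ACs in SjS S BMDMs the paper reports 726 genes upregulated and 381 downregulated, and the counts here gave 1119 and 921 at the thresholds of its methods. In B6 BMDMs the paper reports 140 and 80, and the counts here gave 383 and 322. The paper states 2 different thresholds, a log2 fold change over 1.3 with an adjusted p in its methods and a fold change of at least 1.3 with a P under 0.05 in the legend of Fig. 1, so it is not known which of them gave its numbers. With a fold change of at least 1.3 and an adjusted p the counts here gave 3122 and 3575 in SjS S and 1676 and 1847 in B6. Of the alternatives set before the data were examined, a log2 fold change over 2 gave numbers within 1.5 times of the paper's for all 4 (673, 349, 168 and 75). Fitting only the compared groups did so for the genes higher in SjS S (1054), as did leaving out replicate 3 of AC treated SjS S BMDMs (1085). DESeq2, DESeq2's size factors, no filter, the filter of 10 counts, a fold change of at least 1.3, no fold threshold, the replicate block and the other samples left out did not for any of the 4. DESeq2 with a log2 fold change over 2 gave 728, 421, 188 and 90, a setting chosen after seeing the values, which drops *Trafd1* of the 20 genes of Fig. 2A. Thinned libraries, also chosen after seeing the values, gave 1052 for the genes higher in SjS S.

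The paper states that the genes it names from Fig. 2A were not upregulated in AC treated B6 BMDMs. Of the 12 named genes, 10 were significantly higher in B6 and 2 lower (*Arid5a* and *Trafd1*), and of all 20 genes 15 were higher. Past a log2 fold change of 1.3 there were 4 of the 20, *Cd69*, *Tgtp2*, *Irgm1* and *Igtp*. *Cd69* (3.84) and *Tgtp2* (2.56) were past 2. All 20 responded more in SjS S.

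The paper describes the genes of Fig. 2A as the most upregulated in AC treated SjS S BMDMs. By log2 fold change 1 of the 20 was among the first 20 of the tested genes, by the p of edgeR's test 2, by DESeq2's statistic 4, and by the variance of log2 CPM or after the variance stabilizing transformation 1, and by that of CPM 0. No ranking by the difference between the strains was made, so the rule behind the choice stays open. All 20 were called higher.

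Of the inflammatory genes of Fig. 3A, the paper names *Il1b* as the one increased in AC treated B6 BMDMs. Of the 8 genes, 7 were called higher in B6, *Il6*, *Il12b*, *Nos2*, *Tnf*, *Cd40* and *Ccl3* besides *Il1b*, and *Cd86* was not. All 8 responded more in SjS S. Of the anti-inflammatory genes the paper names *Il10* and *Tgfb* as increased in B6, and *Socs1* and *Socs3* were also called higher there.

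The paper states that no inflammatory pathway was elevated in AC treated B6 BMDMs. Of its 8 supplementary lists, 8 were higher in B6 with camera's preset correlation and with fry, and 3 with an estimated correlation.

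The paper states that *Cd3* and *Trac* were not detectable. *Cd3d*, *Cd3e* and *Cd3g* together had 20 counts over the samples of AC treated B6 and 22 over those of AC treated SjS S BMDMs, and *Trac* 4 and 7. None of these genes passed the filter on low counts.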

Other observations

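The tests of the glucocorticoid, LXR and T-lineage lists were chosen before the result was seen, and only the comparison of Fig. 3A genes between strains with CpG, and the alternatives for single genes with CpG, were made after the result was seen.

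The paper measured more IL-6 and IL-12p70 in the supernatant of CpG treated SjS S than of B6 BMDMs after 24 h. In the RNA-seq samples with CpG, 7 of the 8 inflammatory genes of Fig. 3A were significantly lower in SjS S than in B6 BMDMs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes of -3.23 for *Il1b*, -1.99 for *Il12b*, -1.39 for *Nos2*, -0.90 for *Cd40*, -0.77 for *Ccl3*, -0.63 for *Tnf* and -0.62 for *Il6*. *Il6* was no longer significant without replicate 1 of CpG treated B6 (adjusted p = 0.0895) or replicate 2 of CpG treated SjS S BMDMs (0.101). *Cd86* did not differ significantly (0.48), but passed without replicate 3 of CpG treated SjS S BMDMs (0.0227), with the replicate block (0.0473) and in a fit of the compared groups only (0.0254). The response to CpG itself was significantly smaller in SjS S for 2 of them, *Il1b* (-1.79) and *Ccl3* (-0.58), the latter not in a fit of the compared groups only (adjusted p = 0.0727), nor without replicate 1 or 2 of CpG treated B6 (0.0736 and 0.0602), 2 or 3 of control B6 (0.0748 and 0.0654), 1 or 2 of CpG treated SjS S (0.0834 and 0.0819) or 2 of control SjS S BMDMs (0.0974). *Cd86* passed in this comparison with the replicate block (0.0188) and without replicate 3 of CpG treated SjS S (0.0285) or 1 or 2 of control SjS S BMDMs (0.0492 and 0.0248), in the direction of a larger response in SjS S, *Tnf* without replicate 2 of control SjS S (0.0248) in the same direction, and *Il12b* with DESeq2 (0.0107) as a smaller one. Time and measurement differ between both experiments.

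*Ifnb1* was at 0.171 ± 0.114 CPM (SD, n = 3) in AC treated B6 and 5.32 ± 0.422 CPM in AC treated SjS S BMDMs, with 26 and 694 counts over the samples. The log2 fold change was 2.44 in B6 (adjusted p = 0.0250, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.61 in SjS S (adjusted p = 2.33e-08). The difference of 3.17 did not pass (adjusted p = 0.0640). DESeq2 gave it an adjusted p of 0.00356, and edgeR's test with the replicate number as a block 0.0496. Without replicate 2 of AC treated B6, or replicate 1 or 2 of control B6, it passed (0.0296, 0.0271 and 0.0363), while the response in B6 no longer did (0.183, 0.104 and 0.0808). Replicate 3 of control B6 held all 5 counts of that group. Without it the difference was -0.44 and did not pass, a value fitted against 0 counts. The data therefore do not settle a difference between the strains in the fold response. The level with ACs was higher in SjS S than in B6 (log2 fold change 4.91, adjusted p = 9.69e-08 by edgeR's test). Without treatment the strains did not differ significantly (1.74, adjusted p = 0.196), but did without replicate 3 of control B6 (5.35, adjusted p = 0.0204). CpG did not change *Ifnb1* significantly in either strain, but without replicate 3 of control B6 its response in B6 passed (adjusted p = 0.0293), again against 0 counts.

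Engulfed cells load a macrophage with sterol, which could raise targets of LXR. The list of 8 LXR targets had a median log2 fold change of 0.13 in B6 and 0.33 in SjS S BMDMs after ACs (camera, adjusted p = 0.335 and 0.470), with a positive log2 fold change for 5 of 8 genes in each strain, significantly so for 3 in B6 and 5 in SjS S (*Mylip* in SjS S not without replicate 2 of AC treated or 3 of control SjS S, adjusted p = 0.0595 and 0.121 by edgeR's test), and of -0.45 in B6 after CpG. Fry found it higher in both (adjusted p = 0.00216 and 0.00887). *Nr1h3* rose by 2.02 in B6 and 2.03 in SjS S, *Abcg1* by 1.23 and 1.42 and *Abca1* by 0.53 and 0.54, and after CpG *Nr1h3* rose as well (1.55 and 1.74), while *Abcg1* (-1.45 and -0.45) and *Abca1* (-0.99 and -0.36) were lower. The last, in SjS S, did not pass without replicate 3 of CpG treated or 1 or 2 of control SjS S (adjusted p = 0.0999, 0.0951 and 0.0640 by edgeR's test). The tests differ and the members go both ways, so that sterol loading and no loading cannot be told apart.

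The 12 T-lineage genes past the filter, which BMDMs also express without ACs, had a median log2 fold change of 0.61 in B6 (camera, adjusted p = 0.977) and 0.60 in SjS S (adjusted p = 0.335). In B6 the direction with fry was negative, against the sign of the median. The glucocorticoid list had an adjusted p of 0.860 in B6 and 0.600 in SjS S with camera, and its median after CpG was -0.57 in B6 and -0.44 in SjS S.

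Directions of the AC response were compared between the strains. Of the 383 genes called higher in B6, 326 were significantly higher in SjS S as well. Of the 1119 called higher in SjS S, 34 were significantly lower in B6.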
